# In vitro CSC-derived cardiomyocytes exhibit the typical microRNA-mRNA blueprint of endogenous cardiomyocytes

**DOI:** 10.1038/s42003-021-02677-y

**Published:** 2021-09-30

**Authors:** Mariangela Scalise, Fabiola Marino, Luca Salerno, Teresa Mancuso, Donato Cappetta, Antonella Barone, Elvira Immacolata Parrotta, Annalaura Torella, Domenico Palumbo, Pierangelo Veltri, Antonella De Angelis, Liberato Berrino, Francesco Rossi, Alessandro Weisz, Marcello Rota, Konrad Urbanek, Bernardo Nadal-Ginard, Daniele Torella, Eleonora Cianflone

**Keywords:** Stem-cell differentiation, Heart stem cells

## Abstract

miRNAs modulate cardiomyocyte specification by targeting mRNAs of cell cycle regulators and acting in cardiac muscle lineage gene regulatory loops. It is unknown if or to-what-extent these miRNA/mRNA networks are operative during cardiomyocyte differentiation of adult cardiac stem/progenitor cells (CSCs). Clonally-derived mouse CSCs differentiated into contracting cardiomyocytes in vitro (iCMs). Comparison of “CSCs vs. iCMs” mRNome and microRNome showed a balanced up-regulation of CM-related mRNAs together with a down-regulation of cell cycle and DNA replication mRNAs. The down-regulation of cell cycle genes and the up-regulation of the mature myofilament genes in iCMs reached intermediate levels between those of fetal and neonatal cardiomyocytes. Cardiomyo-miRs were up-regulated in iCMs. The specific networks of miRNA/mRNAs operative in iCMs closely resembled those of adult CMs (aCMs). miR-1 and miR-499 enhanced myogenic commitment toward terminal differentiation of iCMs. In conclusions, CSC specification/differentiation into contracting iCMs follows known cardiomyo-MiR-dependent developmental cardiomyocyte differentiation trajectories and iCMs transcriptome/miRNome resembles that of CMs.

## Abstract (web summary)

Scalise et al. examine the mRNAome and miRNAome of cardiomyocytes differentiated from murine adult cardiac stem cells (CSCs). Their results show that the differentiation process follows a trajectory of miRNA/mRNA expression that resembles that of adult cardiomyocytes.

## Introduction

Cardiomyocyte (CM) specification, differentiation, and maturation are complex processes that require the activity of many temporally and spatially modulated gene regulatory networks^1–3^. microRNAs (miRs) play a major role in regulating these cardiac transcriptional pathways which drive CM development, maturation, and function^4–8^. The relevance of miRNAs in cardiac development and function is documented by the effect of cardiac-restricted knockout of Dicer, the gene encoding RNase III endonuclease essential for normal miR processing^9–11^. Cardiac progenitor-specific deletion of Dicer using a CRE recombinase under the control of the endogenous Nkx2.5 promoter at E8.5, led to embryonic lethality at E12.5^9,10^. Inactivation of Dicer using cTnt-Cre led to embryonic lethality at E15.5^11^. Finally, deletion of Dicer by *α-*Mhc-Cre caused death four days after birth by heart failure^9^.

In vitro differentiation of embryonic stem cells (ESCs), as well as of induced pluripotent stem cells (iPSCs), into CMs recapitulate the CM development, differentiation, and maturation in the embryonic life^12–14^. These in vitro iPSC-based model systems have revealed different roles played by specific miRs in cardiomyocyte differentiation. miR-1, the most abundant miR in CMs, functions cooperatively with miR-133 to promote mesoderm formation and to suppress non-muscle gene expression in ESCs^15,16^. miR-199a-3p, miR-214-3p, miR-483-3p, and miR-322/-503 were shown to be relevant for mesodermal specification of cardiac progenitor cells^16,17^. miR-208a, -208b, and -499 are intronic miRs encoded by the *Myh6*, *Myh7*, and *Myh7b* genes, respectively. Because their expression depends on the expression of the respective myosin genes, they were named myo-miRs^18^. A combination of miR-1, miR-133, miR-208, and miR-499 was able to directly induce the in vitro cellular reprogramming of fibroblasts into CMs^15–21^. Combination of miR-125 b-5p, -199a-5p, -221, and -222 expression into ESC-derived CMs improved their maturation^22^. Let-7, a non-cardiac-specific miR, is required to enhance a number of functional properties relevant to CM maturation by promoting the metabolic transition from glucose to fatty acids^23^. Despite these findings, ESC- or iPSC-derived in vitro CMs are not fully differentiated and continue to reveal immature properties of embryonic/fetal CMs^12,24,25^.

The adult cardiac stem/progenitor cells (CSCs/CPCs) are a small cohort of cardiac tissue-resident progenitor cells present in the postnatal mammalian heart^26–43^. CSCs can be cloned, propagated in long-term culture, and maintained in an undifferentiated self-renewing state; when grown in suspension they form spheres similar to pseudo-embryoid bodies called cardiospheres^44–46^. CSCs grown in differentiation media for endothelial (EC), smooth muscle (SMC), and cardiomyocyte (CM) lineages, they acquire phenotypic characteristics of these different cell types^44–46^. CSC transplantation as well as their in-situ activation were shown to differentiate into new myocytes, microvasculature, and fibroblasts in response to ischemic and non-ischemic myocardial damage^36–39,47–54^. Despite the above data, several genetic cell fate mapping studies failed to show a significant contribution of the endogenous CSCs to new CM formation in adulthood and after injury^55–60^. While we have challenged these results and shown that the significant limitation of the cell fate mapping approaches used in these studies precludes mapping the fate and the role of the CSCs in the in vivo CM renewal^43,48,49,53^, from a miRNA/mRNA network perspective it is still unknown, to what extent the miRNA/mRNA profile of the CSC-derived CMs overlaps that of the adult CMs. It is also unknown whether the differentiation of CSCs into CMs undergoes the transcriptional switch typical of cell cycle exit during cardiac myocyte differentiation up-regulating known myo-miRs and more generally the set of more abundant miRs in adult CMs. The major objective of this study is to fill this gap while defining the level of maturation of the in vitro CSC-derived CMs.

## Results

### Adult CSCs in vitro differentiate into spontaneously contractile cardiomyocytes closely resembling fetal to neonatal cardiomyocytes

Heart development from the embryonic cardiac mesoderm requires the spatially and temporally regulated expression of specific growth factors, such as Wingless/WNT (WNTs), Bone morphogenetic proteins (BMP), and Nodal/Activin molecules followed by the ensuing activation of their dependent gene cascades. These specific cardiac morphogens are also necessary and sufficient to specify and differentiate ESCs and CSCs into CMs in defined conditions in vitro^29,36,38^.

A cardiomyogenic differentiation protocol initially developed for adult rat primary and clonal CSC-derived cardiospheres (CS)^29^, similar to a protocol to generate cardiomyocytes from cardiovascular progenitors (CPC) from ESC-derived embryoid bodies (EB)^61^, has been used here to efficiently differentiate mouse CSCs into functional beating CMs. 3 biological replicates of a single CSC clone (1 × 10^5^ cells for each replicate) were placed for 4 days in bacteriological dishes containing CSC growth medium to generate CSs^36,48^. The CSs were then switched to base differentiation medium (StemPro34) containing BMP-4 (10 ng/ml), Activin A (50 ng/ml), basic fibroblast growth factor (β-FGF) (10 ng/ml), WNT-11 (150 ng/ml) and WNT-5a (150 ng/ml) from day 4–8 with complete media replaced every 48 hours (see Fig. 1a–c). Differentiating CSs were then transferred to laminin-coated dishes in StemPro34 medium with Dickkopf-related protein (DKK-1) (150 ng/ml) added every 48 h together with 50% fresh medium replacement for up to 14 days to inhibit the canonical Wnt/β-catenin pathway, an inhibition shown to be required for cardiomyocyte differentiation during heart development^36–41^. The differentiating CSCs start spontaneous contractile activity and rhythmic beating at day 10 (i.e., two days after the start of DKK-1 administration) (Supplementary Movie 1).

**Fig. 1:**
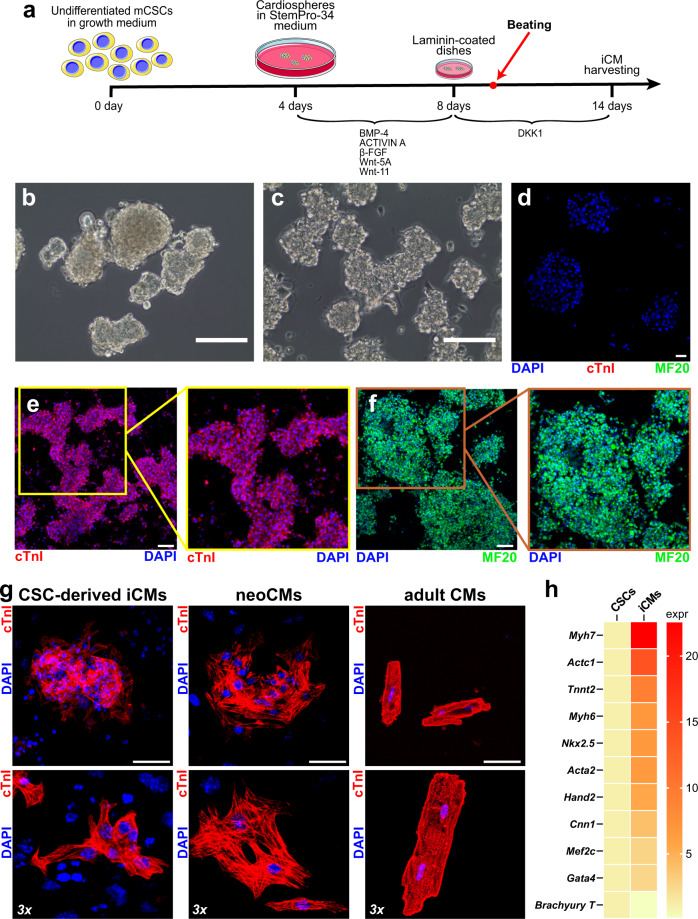
Cardiomyocyte differentiation potential of cloned CSCs in vitro. **a** Schematic representation shows the differentiation protocol to derive beating cardiomyocytes from cloned CSCs in vitro. **b** Representative light microscopy image of mouse cloned CSCs-derived cardiospheres (CS) 3 days before myogenic differentiation induction. Scale bar = 200 μm. **c** Representative light microscopy image of mouse cloned CSCs-derived cardiospheres (CS) at the end of the differentiation protocol. Scale bar = 100 μm. **d** Representative confocal image of mouse cloned CSCs-derived cardiospheres (CS) 3 days before myogenic differentiation induction, showing no cTnI or MF20 expressing cells. Scale bar = 75 μm. **e**, **f** Representative confocal images (areas in the squares are shown at 1.4 zoom) of functional cardiomyocytes derived from CS differentiation, showing a homogenous expression of cTnI (red) and MF20 (green). Nuclei are stained by DAPI (blue). Scale bar = 75 μm. **g** Confocal microscopy examples of CSC-derived iCMs, neoCMs, and adult CMs labeled with cTnI (red) are shown at lower (upper panels) and higher magnification (lower panels). Similar morphology of CSC-derived iCMs and neoCMs is apparent. **h** Heatmap showing qPCR analysis of main contractile genes in cardiosphere-derived CSCs (*Tnnt2, Myh7, Actc1, Myh6, Acta2, Cnn1*) and cardiac transcription factors (*Mef2c, Gata-4, Nkx2.5, Hand2,* and *Brachyury T*) after myogenic differentiation. All data for each of the above panels are representative of the analysis of biological triplicates.

In order to evaluate the structural characteristics of these CSCs-derived beating cells, immunocytochemistry with antibodies directed against myofilament proteins, such as cardiac Troponin I (cTnI) and myosin heavy chain (MF20 antibody) was carried out. As shown in Fig. 1e, f, both sarcomeric proteins, cTNNI and MHC, were expressed in high percentages, respectively 75 ± 11% and 83 ± 7%, of CSC-derived CMs (hereafter identified as CSC-induced CMs, iCMs) of beating spheres at 10 days (Fig. 1d–f). In particular, dissociated iCMs at 14 days in differentiation medium showed well-developed sarcomeric striations that more closely resembled neonatal cardiomyocytes (neoCMs isolated from 2 days old mice) which are still immature compared with that of adult terminally differentiated CMs (aCMs, isolated from 10 weeks old mice) (Fig. 1g). qPCR analysis shows that at the end of the differentiation protocol the main cardiac transcription factors, Gata-4, Nkx2.5, Mef2C, and Hand2 were robustly up-regulated with a concurrent expression of the contractile protein genes, such as cTnnt2, Myh7, and Actc1, (Fig. 1h). Importantly, to assess the level of maturation of iCMs, we compared mRNA levels of key cardiac transcription factors and myofilament proteins of iCMs with whole fetal mouse heart from 11.5 embryonic day (for simplicity abbreviated as E11.5 Heart), neoCMs, and aCMs. As previously reported^62^, mRNA levels of cardiac developmental genes, such as Nkx2.5, Gata-4, and Hand2 showed the highest expression in iCMs (Fig. 2a, b). On the other hand, all myofilament protein genes in iCMs reached an overall expression level intermediate between fetal and neonatal CMs but that still is significantly lower than aCMs (Fig. 2a, b).

**Fig. 2:**
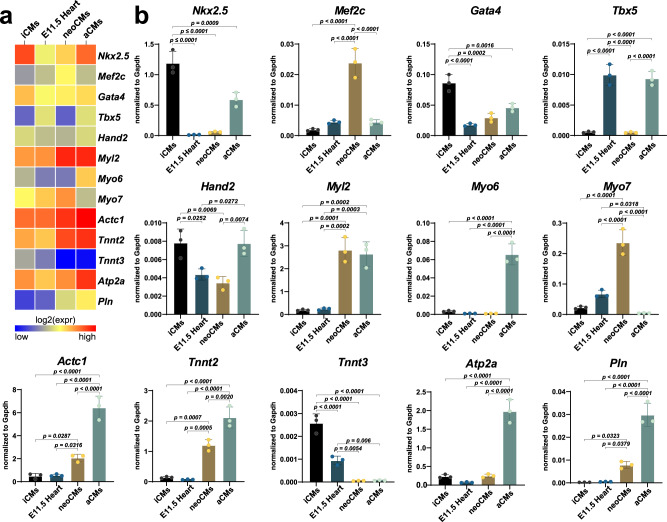
iCMs reach a biochemical myogenic differentiation level that is intermediate between fetal and neonatal CMs. Heatmap (**a**) and bar graphs (**b**) showing the cumulative qPCR data for the expression of the main cardiac transcription factors *Gata-4, Nkx2.5, Mef2c,* and *Hand2* and the contractile genes *Tnnt2, Myl2, Myh7,* and *Actc1* in iCMs, myocardium from 11.5 embryonic day, neoCMs and aCMs. The data are expressed as mean ± S.D. of biological triplicates. Each of the biological triplicates was verified by a technical triplicate.

The above data were generated from 3 biological replicates of a single randomly picked CSC clone. To validate these results, we have characterized the myocyte commitment in vitro from two additional independent CSC clones. When comparing the CSC myogenic commitment in the in vitro differentiation assay of these two different clones with the one above, it is evident that they all reached similar myocyte differentiation levels when evaluated by cardiac transcription factor, contractile gene mRNA expression, and myofilament contractile protein level of expression (see Supplementary Figure 1).

Overall, the cytological, immunofluorescence, and gene expression analyses indicate that clonal adult mouse CSCs differentiate into spontaneously beating contractile cells with the structural and biochemical phenotype of immature fetal/neonatal cardiomyocytes.

### Global transcriptome of CSC-derived iCMs shows a gene expression pattern of well differentiated yet immature cardiomyocyte phenotype

To better evaluate the transcriptional phenotype of the mouse iCMs, their global transcriptome after 14 days in differentiating media was obtained by RNASeq analysis and compared to that of their undifferentiated progenitors, the CSCs (*n* *=* 3 biological replicates for both iCMs and CSCs). To assess the iCMs broad cardiac muscle phenotype and the extent of their cardiomyocyte differentiation, their transcriptome was compared with that of mature adult cardiomyocytes (aCMs) isolated from 10-week old mice (*n* *=* 2 biological replicates). Enrichment Analysis was used to identify the up and down-regulated gene sets grouped by the Gene Ontology resource tools^63^ in the different samples.

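The total RNA data are estimated counts per gene for 8 libraries, with 3 of CSCs, 3 of iCMs after 14 days of differentiation and 2 of aCMs. Levels are given in CPM, which are counts scaled to the size of the library. The CSC libraries hold 52.7, 63.2 and 29.9 M counts, the iCM libraries 31.2, 24.2 and 13.4 M and the aCM libraries 11.1 and 14.6 M. The paper describes CSCs and iCMs as 3 biological replicates of a single clone. Every p-value below therefore measures the spread among these samples, which for CSCs and iCMs is not the spread among clones or animals. The methods describe adult cardiomyocytes as pooled from several hearts, so the spread between the 2 aCM libraries may hold differences between animals. All 8 libraries share a fit, so that spread enters the p-values too. The Y gene Eif2s3y is at 0.175 CPM or less in every CSC library and at 29.6 or more in every iCM library. A difference between iCMs and CSCs may therefore hold a difference in the origin of the cells as well as their differentiation. The methods state that the authors removed ribosomal RNA, sequenced 100 bp pairs, aligned them to the mouse genome and tested genes with the DESeq algorithm at a fold change of 2.5. Of the 39043 entries of the table, 20254 passed a filter on low counts and were tested here with edgeR after TMM scaling. A gene is called when its adjusted p is below 0.05 and it changes at least 2.5-fold. Of all values, 51.4% were not whole numbers and were rounded. On simulated counts with the spread of these libraries, the same steps recovered 81 of 100 genes changed 4-fold and 93 of 100 changed 8-fold, and called 18 unchanged genes. The simulation changed far fewer genes than are called here, up or down at random, and left the scarcest genes unchanged. It therefore does not test the scaling or the recovery of scarce genes. Libraries of the same cells correlate at 0.965 or more (Spearman), against medians of 0.829 between CSCs and iCMs, 0.825 between iCMs and aCMs and 0.707 between CSCs and aCMs. The comparisons, the filter, the thresholds, the gene lists and the rule for naming genes were set before the data were examined. Lower bounds and intervals on folds cover counting error only.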

Comparison of the differential gene expression of the “iCMs vs. CSCs” (Fig. 3a) as grouped by the Gene Ontology tools (Fig. 3b) revealed that 121 mRNAs were down-regulated while 2601 mRNAs were up-regulated in iCMs (Fig. 3a). 

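Abundant genes with a large rise in iCMs over CSCs include the heart muscle genes Myl7, which encodes an atrial myosin light chain, at a log2 fold change of 13.73 (SE 0.51, adjusted p = 2.6e-08), and Nppa, which encodes the atrial natriuretic peptide, at 12.08 (SE 0.77, adjusted p = 3.0e-06). The growth-related imprinted genes H19, at 15.93 (SE 1.06, adjusted p = 4.7e-06), and Plagl1, at 12.65 (SE 0.50), rose as well. The globin genes Hbb-bs, Hbb-bt and Hba-a1 rose by 16.25, 14.39 and 12.99, the endothelial receptor genes Kdr and Tie1 by 12.03 and 11.93, and the desmosomal gene Perp by 11.84. Interferon-induced genes fell, with Oas2 at -5.97 (SE 1.10, adjusted p = 0.0031), Ifit3b at -4.54, Ifit3 at -4.47 and Oas1a at -4.32, together with the stromal gene Cd248 at -4.44. CSC replicate 2 adds to these falls, and without CSCs replicate 2 Oas2 is at -4.19, Ifit3b at -2.94, Ifit3 at -3.01 and Oas1a at -2.29. In all, 4427 genes rose and 1420 fell in iCMs, with a median log2 fold change of 3.85 among the risers and -1.81 among the fallers. By adjusted p alone, without the fold threshold, 5338 genes are higher and 4433 lower, so the share of higher genes goes from 75.7% to 54.6%.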

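Genes of mitosis and of DNA replication have medians below 0 in iCMs over CSCs, while few of them pass the test alone. The mitotic kinesin gene Kif20a is at a log2 fold change of -3.34 (SE 0.81, adjusted p = 0.011), the spindle kinase gene Aurka at -2.23 (SE 0.61, adjusted p = 0.018) and the checkpoint gene Bub1b at -2.72 (SE 0.74). Among the genes of G2 and mitosis the median is -1.63. Of 32 tested, 0 are up and 8 down, 0 and 0 when adjusted over the list alone, camera adjusted p = 0.0043, adjusted p = 0.64 with an estimated correlation. Genes of DNA replication have a median of -1.05. Of 30 tested, 0 are up and 4 down, 0 and 0 when adjusted over the list alone, camera adjusted p = 0.014, adjusted p = 0.66 with an estimated correlation. The replicative helicase gene Mcm6 is down at -1.86 (SE 0.52) and the clamp loader gene Rfc3 at -1.05 (SE 0.29, adjusted p = 0.013) is not called. For telomere maintenance, the telomerase-associated gene Tep1 at -1.69 (SE 0.20) and the helicase gene Rtel1 at -2.02 (SE 0.32) fell. Of 16 tested, 0 are up and 2 down, the same when adjusted over the list alone, camera adjusted p = 0.0042, adjusted p = 0.19 with an estimated correlation. Epigenetic regulators include the histone deacetylase gene Hdac1 at -0.91 (SE 0.14, adjusted p = 5.4e-04), not called, and the DNA demethylase gene Tet1, which rose by 4.09. Of 20 tested, 1 is up and 2 down, the same when adjusted over the list alone, camera adjusted p = 0.072. Regulators of G1 and S phase are split, with Cdkn1a, which encodes the inhibitor p21, up by 3.09 and E2f1 down. Of 23 tested, 2 are up and 2 down, the same when adjusted over the list alone, camera adjusted p = 0.45. CSC libraries differ among themselves in the G2 and mitosis genes, with median log2 levels of 3.42, 6.91 and 5.90 in replicates 1, 2 and 3, against 4.13, 4.87 and 3.65 in iCMs. For DNA replication the levels are 3.87, 5.97 and 4.91 in CSCs and 4.51, 4.56 and 4.23 in iCMs, so for both groups CSC replicate 1 is below every iCM library. Without CSCs replicate 2, the camera adjusted p is 0.12 for G2 and mitosis with 3 genes down, 0.37 for DNA replication with 0 down, 0.016 for telomere maintenance, 0.19 for epigenetic regulators and 1.0 for G1 and S regulators. Leaving out CSC replicate 1 acts the other way on the count of all genes called down, which goes from 1420 to 1550. Of the cell cycle genes that the paper names, Cdca3, Ccna2 and Rbl1 are called down without it and are not called with all libraries. E2f5 and Ccnd1 stay uncalled in both cases. The list tests without CSCs replicate 2 were not planned before the data were examined, and none was run without CSC replicate 1.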

CSCs are highly enriched with genes involved with DNA replication, cell cycle, telomere maintenance, and epigenetic regulation of gene expression which were down-regulated in iCMs (Fig. 3b). The up-regulated gene sets in iCMs are involved in myogenic cell differentiation, heart generation, BMP signaling modulating mesodermal specification and differentiation, positive regulation of metabolic processes, signal transduction, and cytokine production and secretion (Fig. 3b, d).

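The heart transcription factor genes form a rising group, with Irx4, a ventricular regulator, at 7.38 (SE 0.29, adjusted p = 3.0e-08) and a group median of 5.20. Of 21 tested, 16 are up and 1 down, the same when adjusted over the list alone, camera adjusted p = 1.1e-08, adjusted p = 0.13 with an estimated correlation. Among the genes of BMP signalling, Bmp2, a ligand that specifies mesoderm, rose by 8.41 (SE 0.64) and Bambi, a decoy receptor, by 8.10 (SE 0.44), while Bmp4 at -2.47 (SE 0.21) and Grem1 at -1.59 (SE 0.24) fell. Of 24 tested, 13 are up and 2 down, the same when adjusted over the list alone, camera adjusted p = 2.8e-04, adjusted p = 0.14 with an estimated correlation. Cytokine and receptor genes rose as a group, with the homing chemokine gene Cxcl12 at 8.47 (SE 0.26, adjusted p = 1.3e-08) and Cxcl2 at 9.35, and Ccl7 went the other way at -1.47. Of 22 tested, 13 are up and 1 down, the same when adjusted over the list alone, camera adjusted p = 0.0014, adjusted p = 0.18 with an estimated correlation. In metabolism, the fatty acid uptake genes Cd36 at 8.41 (SE 0.55) and Fabp3 at 9.72 (SE 0.40) lead the fatty acid oxidation list. Of 23 tested, 10 are up and 0 down, the same when adjusted over the list alone, camera adjusted p = 2.4e-05, adjusted p = 0.18 with an estimated correlation. The muscle isoforms Cox8b at 10.35 (SE 0.33) and Cox6a2 at 8.58 (SE 0.46) lead oxidative phosphorylation. Of 25 tested, 9 are up and 0 down, the same when adjusted over the list alone, camera adjusted p = 9.2e-07, adjusted p = 0.18 with an estimated correlation. Glycolysis genes do not stand out from the other genes (4 up and 0 down of 20 tested, the same when adjusted over the list alone, camera adjusted p = 0.82), while fry, which tests a list against no change, gives an adjusted p of 0.0061 upward. The muscle isoform gene Pgam2 rose by 5.15. Genes of sterol and lipid synthesis fell, among them the desaturase gene Scd1 at -2.37 (SE 0.16) and the squalene epoxidase gene Sqle at -2.02 (SE 0.16). Of 14 tested, 0 are up and 8 down, the same when adjusted over the list alone, camera adjusted p = 7.4e-07, adjusted p = 0.13 with an estimated correlation. The same libraries hold rising genes of other cell types, such as the endothelial cadherin gene Cdh5 at 10.53 (SE 0.25, adjusted p = 9.0e-09), the complement gene C1qb at 9.72 (SE 0.70, adjusted p = 2.5e-06), the immunoglobulin gene Ighm at 7.94 and the mesothelial gene Krt18 at 10.74. Endothelial genes rose as a group. Of 20 tested, 17 are up and 0 down, the same when adjusted over the list alone, camera adjusted p = 6.0e-14, adjusted p = 0.13 with an estimated correlation. Macrophage and leukocyte genes rose. Of 20 tested, 19 are up and 0 down, the same when adjusted over the list alone, camera adjusted p = 1.2e-08, adjusted p = 0.14 with an estimated correlation. Lymphocyte genes rose. Of 13 tested, 13 are up and 0 down, the same when adjusted over the list alone, camera adjusted p = 4.9e-06, adjusted p = 0.17 with an estimated correlation. Erythroid genes rose. Of 14 tested, 13 are up and 0 down, 14 and 0 when adjusted over the list alone, camera adjusted p = 1.0e-06, adjusted p = 0.18 with an estimated correlation. Mesothelial genes rose. Of 14 tested, 12 are up and 0 down, the same when adjusted over the list alone, camera adjusted p = 4.3e-07, adjusted p = 0.13 with an estimated correlation. Interferon response genes fell, with Isg15 at -3.14 (SE 0.48, adjusted p = 7.7e-04) and Ifit1 at -3.95 (SE 0.60). Of 14 tested, 0 are up and 12 down, 0 and 13 when adjusted over the list alone, camera adjusted p = 2.3e-04, adjusted p = 0.42 with an estimated correlation. Without CSCs replicate 2 they are 10 down and 1 up with a median of -1.43 in place of -3.15 and a camera adjusted p = 4.4e-05, or adjusted p = 0.22 with an estimated correlation.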

**Fig. 3:**
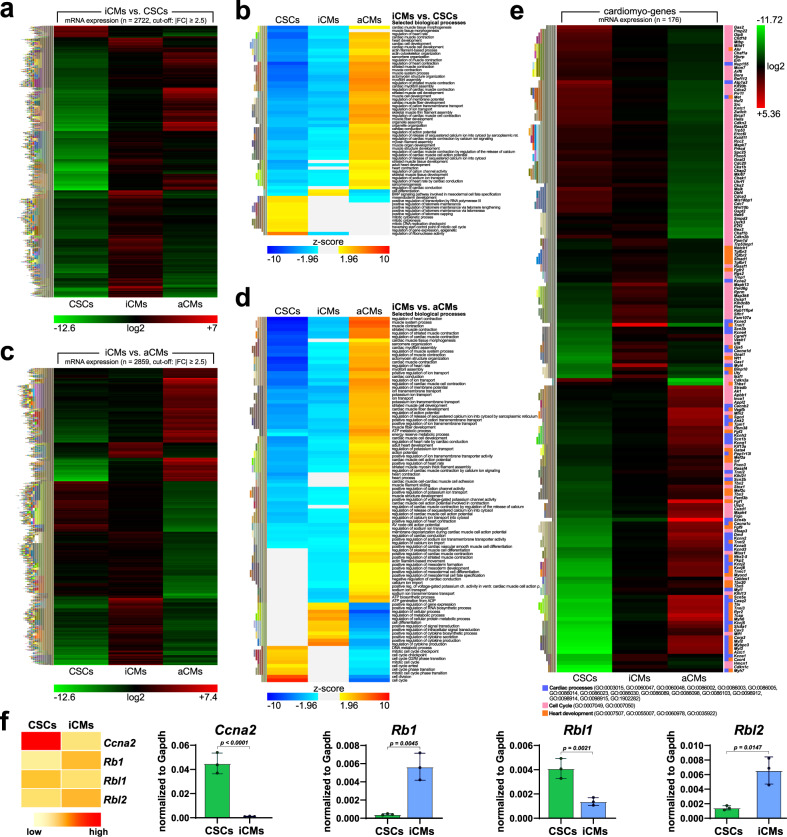
CSC-derived CMs (iCMs) show the typical gene expression profile of aCMs. **a** Heatmap of RNA-sequencing profile of iCMs vs. CSCs. The comparison identified 13491 genes expressed in both cell types, with 2601 up-regulated and 121 down-regulated genes in iCMs when compared with CSCs. **b** Heatmap of RNA-sequencing profile of iCMs vs. CSCs showing their enrichment analysis for specific selected biological processes. **c** Heatmap of RNA-sequencing profile of iCMs vs. aCMs. The comparison of iCMs with freshly isolated aCMs identified 13356 expressed in both cells types, with 1915 up-regulated and 944 down-regulated genes identified in iCMs when compared with aCMs. **d** Heatmap of RNA-sequencing profile of iCMs vs. aCMs showing their enrichment analysis for specific selected biological processes. **e** Heatmap of 176 selected myogenic gene expression from RNA-sequencing analysis in the aCMs vs. CSCs. **f** Heatmap and bar graphs showing the qPCR data for the expression of mRNA for Rb pocket proteins *Rb1, Rbl1,* and *Rbl2* together with *Cyclin A2* mRNA (Cnna2) in CSCs and iCMs. The data are expressed as mean ± S.D. of biological triplicates. Each of the biological triplicate was verified by a technical triplicate. All RNASeq data are representative of biological triplicates for CSCs and iCMs and of biological duplicate for aCMs. Each of the biological replicate was verified by a technical triplicate.

Conversely, the Enrichment Analysis of the “iCMs vs. aCMs” (Fig. 3c) as grouped by the Gene Ontology tools (Fig. 3d) revealed that 944 mRNAs were significantly lower while 1915 mRNAs were significantly higher in iCMs compared to aCMs (Fig. 3c). 

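Against aCMs, iCMs hold more of Tnni1, the slow skeletal troponin I of the early heart, at a log2 fold change of 10.54 (SE 0.73, adjusted p = 5.0e-06), and more of Spp1, which encodes osteopontin, at 9.24 (SE 0.59). The acute phase gene Hp differs by 9341-fold (95% counting interval 1677 to 368948) and the tumor suppressor gene Cdkn2a by 715-fold (245 to 3465), both higher in iCMs. Globin genes were also higher in iCMs, with Hbb-bt at 9.87, Hbb-bs at 9.57 and Hba-a1 at 9.40, beside the stress gene Fosb at 9.57 and H19 at 9.79. Abundant genes far below aCMs include Hrc, a calcium-binding protein of the sarcoplasmic reticulum, at -6.43 (SE 0.84, adjusted p = 4.6e-04), the mitochondrial creatine kinase gene Ckmt2 at -6.18 (SE 0.41), the membrane repair gene Trim72 at -5.98, the glucose transporter gene Slc2a4 at -5.66 and the lipid gene Dgat2 at -5.63. In all, 3946 genes are higher and 3085 lower in iCMs, and the median over all tested genes is 0.19. Scaling by library totals, with no correction for a few abundant heart transcripts, shifts that median by 0.71 and takes the share of higher genes among the calls from 56.1% to 79.3%.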

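Genes of contraction, of the action potential and of calcium handling are each lower in iCMs than in aCMs. Xirp2, a protein of the intercalated disc, is at a log2 fold change of -7.39 (SE 0.25, adjusted p = 1.3e-07) and the Z-disc gene Tcap at -5.15 (SE 0.28), with a sarcomere list median of -3.07. Of 30 tested, 3 are up and 26 down, the same when adjusted over the list alone, camera adjusted p = 3.4e-10, adjusted p = 0.14 with an estimated correlation. The exceptions are Tnni1 and the atrial light chain genes Myl7 at 6.26 (SE 0.43) and Myl4 at 5.30 (SE 0.38), which are higher in iCMs. For the action potential, the channel subunit gene Scn4b at -8.08 (SE 0.51, adjusted p = 2.4e-06) and the potassium channel gene Kcnj11 at -5.03 (SE 0.26) are among the lower ion channels. Of 24 tested, 2 are up and 18 down, the same when adjusted over the list alone, camera adjusted p = 6.8e-07, adjusted p = 0.13 with an estimated correlation. Going the other way are Cacna1g at 2.01 and Gja5 at 2.21. For calcium, the ryanodine receptor gene Ryr2 is at -3.83 (SE 0.26, adjusted p = 3.4e-06), the junction gene Jph2 at -3.82 (SE 0.26) and Trdn at -3.47 (SE 0.19). Of 18 tested, 2 are up and 14 down, the same when adjusted over the list alone, camera adjusted p = 3.6e-06, adjusted p = 0.14 with an estimated correlation. The atrial pump regulator gene Sln is higher in iCMs at 5.62. Energy genes are lower too, with 25 of 25 oxidative phosphorylation genes down at a median of -2.25 (camera adjusted p = 6.9e-13, adjusted p = 0.13 with an estimated correlation) and 21 of 23 fatty acid oxidation genes down at -2.86 (camera adjusted p = 3.2e-11, adjusted p = 0.13 with an estimated correlation). The libraries of aCMs differ in skeletal muscle myosins, with Myh2 at 99.4 and 2.30 CPM and Myh1 at 94.0 and 1.73 in replicates 1 and 2.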

The genes having the highest expression levels in the aCMs are mainly involved with cardiac muscle contraction, cell action potential and calcium regulation (Fig. 3d). On the other hand, the genes that are more highly expressed in iCMs are involved with cellular and metabolic processes and signal transduction (Fig. 3d). Furthermore, even if with a less pronounced difference, among the mRNAs more highly expressed iCMs were those involved with cell cycle competence (Fig. 3d).

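Among the genes higher in iCMs than in aCMs are matrix genes, with fibronectin (Fn1) at a log2 fold change of 5.67 (SE 0.42, adjusted p = 4.6e-06) and the fibrillar collagen gene Col5a1 at 4.02 (SE 0.30). Of 22 tested, 18 are up and 0 down, the same when adjusted over the list alone, camera adjusted p = 4.1e-06, adjusted p = 0.18 with an estimated correlation. Signalling genes include the BMP antagonist gene Grem1 at 6.17 (SE 0.43, adjusted p = 3.6e-06) and the BMP target gene Id3 at 3.00 (SE 0.36). Of 24 tested, 13 are up and 0 down, the same when adjusted over the list alone, camera adjusted p = 4.4e-04, adjusted p = 0.14 with an estimated correlation. The chemokine gene Cxcl1 is at 7.00 (SE 0.38) and Ccl7 at 5.73 (SE 0.33), whereas Cxcl12 is lower at -2.47 (SE 0.19). Of 22 tested, 17 are up and 1 down, the same when adjusted over the list alone, camera adjusted p = 8.0e-06, adjusted p = 0.13 with an estimated correlation. In metabolism, sterol and lipid synthesis genes are higher, with the desaturase gene Scd2 at 3.82 (SE 0.24). Of 14 tested, 8 are up and 0 down, the same when adjusted over the list alone, camera adjusted p = 0.010, adjusted p = 0.13 with an estimated correlation. Glycolysis genes are lower, led by the muscle phosphofructokinase gene Pfkm at -3.53 (SE 0.28). Of 20 tested, 1 is up and 11 down, the same when adjusted over the list alone, camera adjusted p = 0.0013, adjusted p = 0.19 with an estimated correlation. Imprinted growth genes are higher, with Dlk1 at 8.61 (SE 0.37) and Mest at 5.59 (SE 0.43). Of 16 tested, 15 are up and 0 down, the same when adjusted over the list alone, camera adjusted p = 8.1e-08, adjusted p = 0.13 with an estimated correlation. Immediate early genes are higher, such as Junb at 4.95 (SE 0.53). Of 13 tested, 11 are up and 0 down, the same when adjusted over the list alone, camera adjusted p = 2.8e-05, adjusted p = 0.22 with an estimated correlation. Endothelial genes are not called as a group. Of 20 tested, 3 are up and 0 down, the same when adjusted over the list alone, camera adjusted p = 0.59. Epicardial and mesothelial genes are higher in iCMs. Of 14 tested, 13 are up and 0 down, the same when adjusted over the list alone, camera adjusted p = 8.5e-07, adjusted p = 0.13 with an estimated correlation. Lymphocyte genes are higher. Of 13 tested, 10 are up and 0 down, the same when adjusted over the list alone, camera adjusted p = 0.0011, adjusted p = 0.25 with an estimated correlation. Erythroid genes are higher. Of 14 tested, 10 are up and 0 down, the same when adjusted over the list alone, camera adjusted p = 4.1e-04, adjusted p = 0.28 with an estimated correlation. Macrophage and leukocyte genes are higher in part. Of 20 tested, 10 are up and 0 down, the same when adjusted over the list alone, camera adjusted p = 0.028, adjusted p = 0.45 with an estimated correlation.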

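Mitotic genes are higher in iCMs than in aCMs, with Birc5, which encodes survivin, at a log2 fold change of 4.87 (SE 1.18, adjusted p = 0.011), the mitotic kinase gene Cdk1 at 4.45 (SE 0.91, adjusted p = 0.0046) and Ccnb2, a mitotic cyclin, at 4.59 (SE 1.12). The G2 and mitosis list has a median of 3.45. Of 32 tested, 24 are up and 0 down, 25 and 0 when adjusted over the list alone, camera adjusted p = 2.9e-04, adjusted p = 0.56 with an estimated correlation. The DNA replication list has a median of 1.82. Of 30 tested, 14 are up and 1 down, 17 and 1 when adjusted over the list alone, camera adjusted p = 0.0041, adjusted p = 0.62 with an estimated correlation. It is led by the licensing gene Cdt1 at 3.24 (SE 0.65), with Gmnn, which encodes the licensing inhibitor geminin, lower at -2.05 (SE 0.39). G1 and S regulators are higher in part, with the kinase inhibitor gene Cdkn2b at 5.59 (SE 0.36) and E2f1 at 1.82 (SE 0.25). Of 23 tested, 10 are up and 0 down, the same when adjusted over the list alone, camera adjusted p = 0.0038, adjusted p = 0.31 with an estimated correlation. From CSCs to aCMs the same mitosis genes have a median of -5.25. Of 32 tested, 0 are up and 30 down, the same when adjusted over the list alone, camera adjusted p = 3.9e-06, adjusted p = 0.48 with an estimated correlation. Tpx2, a spindle factor, is at -6.06 (SE 1.07).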

Finally, we built a list of 176 myocyte genes most expressed in the aCMs (that for simplicity we grouped under the name of ‘cardiomyo-genes’ to signal their high enrichment in the mature aCMs) (Supplementary Data 1). A heatmap of their expression in CSCs, iCMs and aCMs was generated (Fig. 3e). 

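The list of 176 genes was drawn up by the study from these same samples, and all 176 were tested here. Against CSCs, 93 of them are higher and 24 lower in iCMs (94 and 27 when adjusted over the list alone), with Csrp3, a muscle mechanosensor, at a log2 fold change of 10.39 (SE 0.39, adjusted p = 2.6e-08) and Myl3, a ventricular light chain, at 11.08 (SE 0.33). The number called lower runs from 10 without iCMs replicate 3 to 36 without CSCs replicate 1. Genes of division are among those called lower, such as the chromatin remodeler gene Hells at -2.24 (SE 0.68, adjusted p = 0.027), the kinase gene Melk at -2.26 (SE 0.74), the repair gene Brca1 at -2.36 (SE 0.66) and the kinetochore gene Kntc1 at -2.37 (SE 0.81). Their CSC levels spread widely, with Hells at 72.7 CPM (SD 69.0, n = 3), Brca1 at 27.6 (SD 25.4) and Kntc1 at 23.8 (SD 24.4). Cdkn1c, a growth inhibitor, rose 16304-fold (95% counting interval 4514 to 134631). Against aCMs, 74 are higher and 52 lower in iCMs, with the fibroblast growth factor gene Fgf1 at -4.66 (SE 0.42) and the dystrophin gene Dmd at -3.56 (SE 0.42). Between aCMs and CSCs, 94 are higher and 62 lower in aCMs, and the lower ones include the matrix gene Thbs1 at -8.49 (SE 0.79) and the proliferation marker gene Mki67 at -4.44 (SE 1.18). Of the 94 genes higher in aCMs than in CSCs, 79 also rose in iCMs, and of those 40 stay below aCMs, 12 exceed them and 27 are not called. On a log2 scale from 0 in CSCs to 1 in aCMs, iCMs sit at a median of 0.50 over the 156 called genes (quartiles 0.25 and 0.79, n = 3 iCM libraries from 0.50 to 0.55), and at 0.73 over the genes higher in aCMs. A position on this log2 scale is not a share of the aCM level. The camera adjusted p of the list is 1.0e-07 against CSCs (adjusted p = 0.13 with an estimated correlation) and 0.79 against aCMs.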

Compared to CSCs, the most up-regulated genes in iCMs were cardiac-specific transcription factors, growth factors, growth factor receptors and their main downstream signaling molecules (Mef2a, Mef2c, Gata4, Nkx2.5, Ryr2, Tbx-2, Tbx-3, Tbx-5, Tbx-20, Myocd, Wt1, SRF, Notch1, Bmp10, Wnt10b, Cxcr4, Fgfr2, Tgfbr1, Tgfbr2, Tgfbr3, and Smad1) known to be essentials for cardiac cell commitment and differentiation during fetal development^64–66^ (Fig. 3e). 

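The chamber factor genes Tbx5 at a log2 fold change of 8.16 (SE 0.31, adjusted p = 2.9e-08) and Tbx20 at 7.28 (SE 0.29, adjusted p = 3.0e-08) and the coactivator gene Myocd at 7.68 (SE 0.27) rose in iCMs over CSCs. The homeobox gene Nkx2-5 is at 5.42 (SE 0.52), Mef2c at 3.04 (SE 0.18), Tbx2 at 2.87 (SE 0.41), Tbx3 at 2.65 (SE 0.36) and Srf at 1.47 (SE 0.24). The epicardial factor gene Wt1 rose by 7.77, the calcium release channel gene Ryr2 by 8.48, the trabecular growth factor gene Bmp10 by 5.70, Notch1 by 1.63 and Fgfr2 by 1.37. The chemokine receptor gene Cxcr4 rose 3205-fold (95% counting interval 887 to 26465). Gata4 at 1.28 (SE 0.23, adjusted p = 0.0012), Mef2a at 1.14, Smad1 at 1.11, and the receptor genes Tgfbr1 at 1.08, Tgfbr2 at 0.62 and Tgfbr3 at 0.19 were not called. Wnt10b, a canonical Wnt ligand, fell at -1.53 (SE 0.43, adjusted p = 0.014). These genes were chosen by the study on the same samples, and as a list their median is 2.65. Of 21 tested, 14 are up and 1 down, the same when adjusted over the list alone, camera adjusted p = 3.7e-08, adjusted p = 0.13 with an estimated correlation.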

As expected for a population of cells committing toward a terminally differentiated lineage such as adult cardiomyocytes, iCMs show a major reduction of cell cycle genes like Cdkn2a and Cdca3 (Fig. 3e).

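Cdkn2a, which encodes the senescence inhibitors p16 and p19Arf, fell in iCMs at a log2 fold change of -1.67 (SE 0.33, adjusted p = 0.0023), from 392 to 123 CPM. Cdca3, a trigger of mitotic entry, is at -1.41 (SE 0.76, adjusted p = 0.16) and was not called. Both are further reduced in aCMs, with Cdca3 at -5.51 (SE 1.15, adjusted p = 0.0041) against CSCs and Cdkn2a at 0.162 CPM. Both genes were chosen by the study from these samples.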

It is well known that the pocket protein family of tumor suppressors, and Rb specifically, are crucial for cell cycle withdrawal, maturation and maintenance of the terminally differentiated state of CMs^67,68^. In agreement with previous data^69^, Rb (also known as mature Rb or Rb1) mRNA is scant or undetectable in E11.5 Hearts, but it is up-regulated in neoCMs, and it becomes the predominant pocket protein in adult CMs (Supplementary Figure 1). In contrast, p107 (also known as Rb like 1 or Rbl1) mRNA expression is reciprocal to that of Rb being highest in E11.5 Hearts and lowest in the aCMs (Supplementary Figure 1). p130 (also known as Rb like 2 or Rbl2) mRNA expression peaks in neoCMs and is subsequently down-regulated becoming very low in aCMs (Supplementary Fig. 1). This Rb pocket protein transition is necessary for aCM terminal differentiation^67,68^. Of note, iCMs significantly down-regulate cyclin A2 mRNA (Cnna2) compared to CSCs while Rb1 is up-regulated and Rbl1 is down-regulated (Fig. 3f). Accordingly, Rbl2 is up-regulated in iCMs compared to CSCs (Fig. 3f). The pattern of pocket protein gene expression further suggests that the differentiation and commitment of CSC-derived iCMs regulates the cell cycle machinery in a manner similar to the one occurring in the transition from proliferating cardiomyocytes to adult terminally differentiated CMs which occurs in the early post-natal period^67,68^.

The adult CM-specific gene signature set, the myogenes, and particularly the sarcomere-related genes (i.e. Actc1, Ttn, Tnnt2, Myh6, Myh7, Myh11, Myo18b, Myl2) were up-regulated in iCMs vs. the CSCs and further up-regulated in the aCMs (Fig. 3e). 

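All 8 genes rose in iCMs over CSCs, from cardiac actin (Actc1) at a log2 fold change of 11.78 (SE 0.46, adjusted p = 3.0e-08), the slow myosin gene Myh7 at 11.76 (SE 0.60) and the ventricular light chain gene Myl2 at 10.47 (SE 0.43) to the adult myosin gene Myh6 at 9.22 (SE 0.41) and titin (Ttn) at 8.10 (SE 0.41). Cardiac troponin T (Tnnt2) is at 5.95 (SE 0.47), the smooth muscle myosin gene Myh11 at 5.76 (SE 0.47) and the unconventional myosin gene Myo18b at 5.63 (SE 0.50). Against aCMs, 7 of the 8 are lower in iCMs, with Myh6 at -4.49 (SE 0.34, adjusted p = 5.4e-06), Ttn at -3.89 (SE 0.34), Myo18b at -3.71 (SE 0.46), Myl2 at -2.83 (SE 0.32), Tnnt2 at -2.55, Actc1 at -2.34 and Myh11 at -1.76. Myh7 does not differ, at 0.04 (SE 0.42, adjusted p = 0.95). The genes were named by the study from these samples. The wider sarcomere list set before the data were examined also rose in iCMs, at a median of 8.27. Of 30 tested, 30 are up and 0 down, the same when adjusted over the list alone, camera adjusted p = 2.0e-21, adjusted p = 0.13 with an estimated correlation. Ventricular genes rose as well, with Pln, the calcium pump inhibitor, at 10.17 (SE 0.30). Of 10 tested, 9 are up and 0 down, the same when adjusted over the list alone, camera adjusted p = 8.1e-08, adjusted p = 0.13 with an estimated correlation. Atrial genes rose too, among them Dkk3 at 5.61 (SE 0.34). Of 12 tested, 10 are up and 0 down, the same when adjusted over the list alone, camera adjusted p = 5.4e-07, adjusted p = 0.13 with an estimated correlation.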

Considering the immature state of iCMs^36^, it is not surprising that the adult CM-specific gene signature it is not as highly expressed in the iCMs as in the aCMs (Fig. 3e). Also, because in the iCM population not all the cells are differentiated to the same degree (see above), the myogene set is diluted while the cell cycle genes are not totally down-regulated in iCMs compared to aCMs (Fig. 3e).

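Genes of the muscle set that stay below aCMs include the sarcoplasmic calcium pump gene Atp2a2 at a log2 fold change of -4.50 (SE 0.37, adjusted p = 8.5e-06), the stretch sensor partner gene Cmya5 at -5.16 (SE 0.24) and the troponin I gene of the adult heart, Tnni3, at -3.51 (SE 0.33). Ventricular genes are lower in iCMs. Of 10 tested, 0 are up and 7 down, 0 and 8 when adjusted over the list alone, camera adjusted p = 4.7e-04, adjusted p = 0.22 with an estimated correlation. Atrial genes go both ways. Of 12 tested, 8 are up and 2 down, the same when adjusted over the list alone, camera adjusted p = 0.13. Among them Kcnj3 is lower at -3.41 and Dkk3 is higher at 3.95. Genes of the fetal heart are also divided. Of 12 tested, 5 are up and 3 down, the same when adjusted over the list alone, camera adjusted p = 0.72. The skeletal actin gene Acta1 is lower at -5.62 (SE 0.29). In the cell cycle, the chromosomal passenger gene Cdca8 stays 3.45 (SE 0.89) above aCMs and the licensing gene Orc6 2.06 (SE 0.31) above them. Markers of other cells are part of the same libraries, and the haem synthesis gene Alas2 of red cells is 8.11 higher in iCMs than in aCMs, the T cell kinase gene Lck 5.28 and the mesothelial gene Msln 5.55.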

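Fetal heart genes rose in iCMs over CSCs, with the atrial light chain gene Myl4 at a log2 fold change of 8.16 (SE 0.36, adjusted p = 5.9e-08). Of 12 tested, 12 are up and 0 down, the same when adjusted over the list alone, camera adjusted p = 1.8e-08, adjusted p = 0.13 with an estimated correlation. The heart ion channels rose too, with the potassium channel gene Kcnj2 at 7.40 (SE 0.31). Of 24 tested, 21 are up and 1 down, the same when adjusted over the list alone, camera adjusted p = 3.2e-08, adjusted p = 0.13 with an estimated correlation. Calcium handling genes rose in part, with Casq2, the calcium store protein, at 9.22 (SE 0.37) and Trdn at 8.53 (SE 0.24), while Fkbp1b fell at -1.81 (SE 0.49). Of 18 tested, 10 are up and 1 down, the same when adjusted over the list alone, camera adjusted p = 2.8e-05, adjusted p = 0.16 with an estimated correlation. Across all 20254 genes, the change from CSCs to iCMs and the change from CSCs to aCMs correlate at r = 0.669, and 72.7% of genes change in the same direction. Both changes share the CSC libraries, and 20 simulations with no difference between cells give r = 0.350 and 63.6% from that alone. The covariance is 5.42 against 0.0974 in the simulations, a difference of 5.33. Of the genes called, 2807 rose in both against 1069 if the calls were independent, 1048 fell in both against 289, and 165 went opposite ways. Part of the excess over independent calls may come from the shared controls. On the first component of all 8 libraries, iCMs lie at 0.84 of the way from CSCs to aCMs (SD 0.0141, n = 3), and a second component with 15.4% of the variance parts iCMs from aCMs. The authors come to their overall conclusion after gene set enrichment, the 176 genes, the pocket protein genes by qPCR and the contractile genes. Before these they report beating cultures, staining, further clones and qPCR against fetal hearts and neonatal and adult cardiomyocytes. No fetal or neonatal sample is among the sequenced libraries, so a likeness to such cells cannot be read from them.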

Overall, these data show that CSCs, when properly induced  in vitro, are robustly cardiomyogenic through the activation of the entire gene network characteristic of the adult cardiomyocyte phenotype. Nevertheless, the in vitro CSC-derived CMs, even though spontaneously contracting, still have an immature cardiac muscle phenotype, closely resembling fetal/neonatal CMs which most are likely terminally withdrawn from the cell cycle a fraction of cells maintain a limited proliferative potential while lacking the levels of expression of the sarcomeric genes typical of the adult terminally differentiated phenotype.

### miRNome of CSC-derived CMs recapitulates miRNome of adult cardiomyocytes

MiRNAs, functioning mainly as tuners and providers of the robustness of mRNA expression^70^, significantly contribute to cardiomyocyte specification/differentiation and heart development. We assessed the miRNA expression profile obtained by RNASeq from the same samples used for the mRNA transcriptome analysis. To identify miRNA sequences, the reads were mapped to the mouse genome and aligned to miRBase. 

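The small RNA data are raw counts per miRNA for the same 3 CSC, 3 iCM and 2 aCM samples. The CSC libraries hold 6.09, 4.09 and 6.20 M counts, the iCM libraries 6.01, 9.78 and 5.09 M and the aCM libraries 8.22 and 7.59 M. The methods state that the authors trimmed reads with Cutadapt, analyzed them with iSMART, normalized raw counts with DESeq2 1.28.1 and filtered miRNAs at an adjusted p below 0.05 and a fold change of 1.5. The table lists 1818 miRNAs, of which 1762 have a count and 718 passed the filter and were tested with edgeR after TMM scaling, at an adjusted p below 0.05 and a log2 fold change of at least 0.6. The same samples are used, of which the paper describes CSCs and iCMs as of a single clone, so p-values again measure the spread among these samples. In aCMs the 5 most abundant miRNAs take 65.6% and 63.3% of all counts, against 29.1% to 32.0% in iCMs, and the scaling factors of aCMs are 0.53 and 0.55. On simulated counts the same steps recovered 88 of 100 miRNAs changed 4-fold and called 2 unchanged ones. These changes also went up or down at random and left out the scarcest miRNAs, so the scaling was not tested.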

Based on the high-throughput sequencing results, we used a hierarchical clustering algorithm to analyze differentially expressed miRNAs in the respective biological replicates of the three cell populations: CSCs, iCMs, and aCMs. While consistent expression patterns are observed in the miRNA heatmaps intra-group, several differences among the three biological samples were evident (Fig. 4a). To characterize these differences we performed a k-means clustering which separated miRNAs into 3 cluster groups (Fig. 4b). Cluster 1 is the group of miRNAs whose expression is significantly higher in aCMs compared to the CSCs and iCMs (Fig. 4b). 

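Cluster 1 holds miR-126a-3p, a miRNA of endothelial cells, at a log2 fold change of 10.03 (SE 0.42, adjusted p = 1.6e-09) in aCMs over CSCs, and miR-148a-3p at 9.67 (SE 0.42). Against iCMs, miR-29c-3p, a regulator of collagen, is higher in aCMs, with iCMs at -4.10 (SE 0.34, adjusted p = 1.2e-06), as are miR-378c at -4.02 (SE 0.27) and miR-149-5p at -3.68 (SE 0.30). Members higher in iCMs include the leukocyte miRNAs miR-142a-3p at 3.67 (SE 0.53) and miR-142a-5p at 3.76 (SE 0.58) and the imprinted miR-434-3p at 5.28 (SE 0.69). The median log2 level of the 144 members is 4.50 in CSCs, 7.72 in iCMs and 8.10 in aCMs, and 64 of them are higher in aCMs than in both other cells. As a list, cluster 1 is higher in aCMs than in CSCs. Of 144 tested, 122 are up and 0 down, 123 and 0 when adjusted over the list alone, camera adjusted p = 9.0e-28, adjusted p = 0.033 with an estimated correlation, where the call holds. It is lower in iCMs than in aCMs. Of 144 tested, 19 are up and 66 down, 19 and 65 when adjusted over the list alone, camera adjusted p = 1.3e-15, adjusted p = 0.054 with an estimated correlation. The study formed the clusters from these samples. Scaling by library totals turns the direction between iCMs and aCMs, with the list median at 0.35 in place of -0.75.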

Panther Classification revealed that this miRNA Cluster 1 consists of a group of miRs (listed in Supplementary Data 2) that putatively target mRNAs involved with cardiac ventricle formation and cardiac chamber formation. 

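Falls from CSCs to iCMs in cluster 2 include miR-183-3p at a log2 fold change of -5.44 (SE 0.47, adjusted p = 3.3e-07), from a cluster of sensory and epithelial miRNAs. The growth-related miR-21a-5p is at -4.80 (SE 0.32, adjusted p = 4.2e-08) in aCMs over CSCs, and miR-34c-5p, a target of p53, at -5.85 (SE 0.45). The median log2 level of the 150 members is 7.21 in CSCs, 6.03 in iCMs and 4.97 in aCMs, and 79 of them are higher in CSCs than in both other cells. As a list they fell in iCMs. Of 150 tested, 0 are up and 96 down, the same when adjusted over the list alone, camera adjusted p = 3.3e-23, adjusted p = 0.066 with an estimated correlation. They also fell in aCMs. Of 150 tested, 0 are up and 108 down, the same when adjusted over the list alone, camera adjusted p = 1.3e-19, adjusted p = 0.066 with an estimated correlation. Between iCMs and aCMs the list is not called. Of 150 tested, 80 are up and 11 down, the same when adjusted over the list alone, camera adjusted p = 0.17. The let-7 miRNAs let-7b-3p at -1.19 and let-7b-5p at -0.92 are members lower in iCMs than in aCMs. With library totals let-7b-5p turns to 0.20, and let-7b-3p is at -0.16 and no longer called. Members were grouped by the study on the same samples.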

Cluster 2 is a group of miRNAs (see Supplementary Data 3) that are significantly higher expressed in CSCs compared to the iCMs and aCMs (Fig. 4b) and that putatively target mRNAs involved with cell proliferation. 

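Cluster 3 holds miR-381-3p, from the imprinted Dlk1-Dio3 locus, at a log2 fold change of 8.99 (SE 0.45, adjusted p = 4.7e-09) in iCMs over CSCs and 5.48 (SE 0.46) over aCMs. The miRNA miR-483-3p, encoded within the growth factor gene Igf2, is at 7.15 (SE 0.42) over CSCs and 7.05 (SE 0.51) over aCMs, and miR-134-5p, a neuronal miRNA, is at 7.79 (SE 0.46) over CSCs. The exceptions against CSCs are miR-34b-3p at -1.22, miR-34b-5p and miR-296-3p, which fell. The median log2 level of the 118 members is 3.47 in CSCs, 6.65 in iCMs and 3.17 in aCMs, and 79 are higher in iCMs than in both other cells. The list is higher in iCMs than in CSCs. Of 118 tested, 81 are up and 3 down, 84 and 3 when adjusted over the list alone, camera adjusted p = 4.0e-10, adjusted p = 0.067 with an estimated correlation. It is also higher in iCMs than in aCMs. Of 118 tested, 108 are up and 0 down, 109 and 0 when adjusted over the list alone, camera adjusted p = 1.5e-18, adjusted p = 0.054 with an estimated correlation. Its members were grouped by the study on these samples. Across the whole Dlk1-Dio3 locus the median is 8.70 over CSCs, or 8.02 with the members absent from CSCs at their lower bounds. Of 60 tested, 60 are up and 0 down, the same when adjusted over the list alone, camera adjusted p = 1.8e-22, adjusted p = 0.066 with an estimated correlation. Over aCMs the median of this locus is 4.83, or 4.76 with such bounds, where 60 of 60 are higher.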

Finally, the group organized as cluster 3 (Supplementary Data 4) shows miRNAs up-regulated in iCMs compared to CSCs and aCMs (Fig. 4b) that putatively target mRNAs involved with positive stem cell population maintenance. A Principal Component Analysis (PCA) of global miRNA expression in the three cell populations locate the miRNA profile of CSCs and aCMs at opposite poles while iCMs occupy an intermediate position as expected for a cell intermediate between a progenitor and its mature progeny (Fig. 4c). The same difference among the three cell populations were also reproduced in a distance heatmap (Fig. 4d).

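The first component, with 67.5% of the variance, places CSCs at -50.0 (SD 1.79, n = 3), aCMs at 20.4 (SD 2.00, n = 2) and iCMs at 36.4 (SD 0.766, n = 3). The second, with 28.2%, places iCMs at 22.7 and aCMs at -41.9. On the first component iCMs therefore lie at 1.23 of the way from CSCs to aCMs (SD 0.0109 over iCM libraries), past the aCMs, and with each miRNA scaled to unit variance they lie at 0.75. The Spearman correlation between libraries has a median of 0.760 between iCMs and aCMs, 0.627 between CSCs and aCMs and 0.595 between CSCs and iCMs, and within each kind of cell it is 0.967 or more.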

**Fig. 4:**
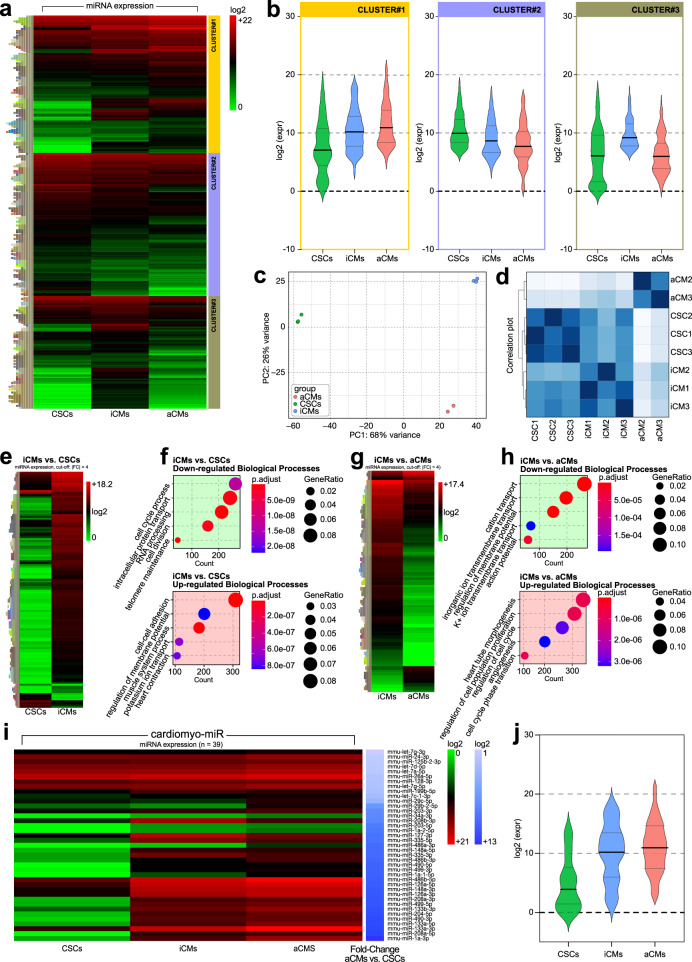
miRNASeq Expression of miRNAs associated with cardiac differentiation. **a** Heatmap shows miRNA expression profile obtained by RNA-Sequencing of CSCs, iCMs, and aCMs. The average expression level of miRNAs in CSCs, iCMs, and aCMs with a number of reads greater than a mean of 5 in at least one cell population is shown. **b** Violin plots showing the log2 normalized expression read count for k-means clustering of three groups of miRNAs (clusters). Each cluster includes a group of miRNAs that have the same level of expression in the three cell populations. **c** 2D-PCA based on the miRNA expression level applied to all the replicates of the three cell populations. **d** The correlation plot shows differences between iCMs, aCMs, and CSCs in each replicate. Higher intensity represents lower variance between the cell populations. **e** Heatmap shows differential miRNA expression profile obtained by iCMs vs. CSCs comparison. **f** Dot plots GO enrichment analysis of differentially regulated miRNAs in iCMs vs. CSCs comparison. **g** Heatmap shows differential miRNA expression profile obtained by iCMs vs. aCMs comparison. **h** Dot plots GO enrichment analysis of differentially regulated miRNAs in iCMs vs. aCMs comparison. **i** Heatmap of the cardiomyo-miR expression from RNASeq analysis in the aCMs vs. CSCs comparison (with accompanying relative expression of the same miRNAs in iCMs). **j** Violin plot showing the log2 normalized expression read count of the most expressed myo-miRs in aCMs compared to iCMs and CSCs samples. All RNASeq data are representative of biological triplicates for CSCs and iCMs and of biological duplicate for aCMs. Each of the biological replicate was verified by a technical triplicate.

Volcano plots of pairwise comparison of miRNA expression between cell populations (Supplementary Fig. 2a–c) were generated. In the iCMs vs. CSCs comparison, when considering as significant a fold change of [1.5], out of a total of 1652 miRNAs, 184 were down-regulated and 283 were up-regulated in the iCMs (Fig. 4e and Supplementary Fig. 2a, Supplementary Data 5). 

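Abundant miRNAs with a large rise from CSCs to iCMs include miR-434-3p at a log2 fold change of 11.10 (SE 0.75, adjusted p = 4.1e-08) and miR-127-3p at 10.98 (SE 0.56, adjusted p = 5.6e-09), both of the imprinted Dlk1-Dio3 locus, followed by the heart miRNAs listed further on, by miR-148a-3p at 9.49 (SE 0.41) and by miR-411-5p at 9.39 (SE 0.63). Falls among abundant miRNAs outside the miR-183 cluster include those of miR-125b-1-3p at -3.00 (SE 0.35, adjusted p = 5.4e-06), let-7b-3p at -2.66 (SE 0.43) and the epithelial miR-31-5p at -2.39 (SE 0.28). A group of miRNAs within the gene Sfmbt2 fell together, with miR-669a-5p at -2.34 (SE 0.35). Of 17 tested, 0 are up and 16 down, the same when adjusted over the list alone, camera adjusted p = 7.3e-06, adjusted p = 0.072 with an estimated correlation. Blood and endothelial miRNAs rose, with miR-142a-3p at 8.64 (SE 0.59), miR-144-3p of red cells at 9.10 (SE 0.57) and miR-126a-3p at 8.82 (SE 0.39). Blood cell miRNAs are higher as a list. Of 7 tested, 6 are up and 0 down, the same when adjusted over the list alone, camera adjusted p = 0.030, adjusted p = 0.19 with an estimated correlation. Erythroid miRNAs are higher too. Of 3 tested, 3 are up and 0 down, the same when adjusted over the list alone, camera adjusted p = 0.034, adjusted p = 0.26 with an estimated correlation. The list of endothelial miRNAs is the smallest. Of 2 tested, 2 are up and 0 down, the same when adjusted over the list alone, camera adjusted p = 0.035, adjusted p = 0.28 with an estimated correlation. The list of epithelial miRNAs, which holds the miR-200 family and the unrelated miR-205-5p, rose too, with miR-200a-3p at 5.49 (SE 0.49) and miR-205-5p at 7.20 (SE 0.80). Of 6 tested, 6 are up and 0 down, the same when adjusted over the list alone, camera adjusted p = 0.018, adjusted p = 0.34 with an estimated correlation. The let-7 family is not called as a group. Of 9 tested, 0 are up and 1 down, the same when adjusted over the list alone, camera adjusted p = 0.43. In all, 277 miRNAs rose and 181 fell in iCMs.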

When considering the respective mRNA targets, these down-regulated and up-regulated miRNAs in the iCMs are related to biological processes involved with cell cycle process, intracellular protein transport, RNA processing, cell division and telomere maintenance for the up-regulated miRNAs and cell-cell adhesion, regulation of membrane potential, muscle system process, potassium ion transport and heart contraction for the down-regulated miRNAs (Fig. 4f)^71–75^. On the other hand, in “iCMs vs. aCMs” comparison, out of a total of 1652 miRNAs, 175 were down-regulated and 271 were up-regulated in iCMs (Fig. 4g and Supplementary Fig. 2b, Supplementary Data 6). These differentially regulated miRNAs are involved with cation transport, inorganic ion transmembrane transport, regulation of membrane potential, K^+^ ion transmembrane transport and action potential for the up-regulated miRNAs and with heart tube morphogenesis, regulation of cell population proliferation, regulation of cell cycle, angiogenesis, and cell cycle phase transition for the down-regulated miRNAs (Fig. 4h)^76–79^.

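Abundant miRNAs far higher in iCMs than in aCMs include miR-298-5p at a log2 fold change of 7.37 (SE 0.52, adjusted p = 6.3e-07) and the imprinted miR-296-3p at 7.00 (SE 0.53) and miR-296-5p at 6.69 (SE 0.54), then miR-130b-3p at 6.61 (SE 0.47) and miR-351-5p at 5.70 (SE 0.50). The miR-17-92 family, which promotes growth, is higher in iCMs, with miR-18a-5p at 4.24 (SE 0.63). Of 14 tested, 13 are up and 0 down, the same when adjusted over the list alone, camera adjusted p = 0.024, adjusted p = 0.37 with an estimated correlation. The X-linked miR-322-503 cluster is also higher, with miR-503-5p at 4.13 (SE 0.48). Of 11 tested, 10 are up and 0 down, the same when adjusted over the list alone, camera adjusted p = 0.0040, adjusted p = 0.28 with an estimated correlation. The adult heart miRNAs are lower, with miR-378a-3p, encoded in a metabolic coactivator gene, at -2.19 (SE 0.28, adjusted p = 2.6e-05) and miR-22-3p at -2.63 (SE 0.27). Of 15 tested, 0 are up and 10 down, the same when adjusted over the list alone, camera adjusted p = 1.5e-05, adjusted p = 0.070 with an estimated correlation. The lymphocyte miRNA miR-150-5p is lower in iCMs at -3.68 (SE 0.58). In all, 316 miRNAs are higher and 128 lower in iCMs, and the median over all 718 miRNAs is 1.02. That median shifts by 1.06 with library totals, by -0.43 with the size factors of DESeq2 and by -0.31 with the 5 most abundant miRNAs left out of the library sizes. In the same order, the share of higher miRNAs among the calls is 88.1%, 59.1% and 63.2% in place of 71.2%. It is 52.6% when only iCMs and aCMs are fitted.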

Myogenic miRNAs describe a class of tissue-specific and developmental stage-specific cardiac miRNAs that regulate the gene expression in cardiac muscle^80,81^. Several studies have provided evidence that myogenic miRNAs play an important role in the differentiation and proliferation of muscle cells, mainly controlling cell proliferation/apoptosis, epigenetic remodeling, ion channel regulation, in addiction to the regulation of the α-MHC to β-MHC switch and in the control of the myofiber gene program identity^80,81^. Here, the miRNAs known for their involvement with myogenesis and myogenic differentiation were combined with those most expressed in the aCMs and identified as cardiomyo-miRs (Fig. 4i and Supplementary Figure 2c). Their genomic distribution is shown on the Circos plot in Supplementary Fig. 2d. In particular, cardiomyo-miRs, miR-1a 3p, miR-133a-1, miR-133a-2, miR-204, miR-335, miR-486, miR-490, and miR-499, highly expressed in aCMs (Fig. 4i) were all also up-regulated in the iCMs (Fig. 4i). 

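The muscle miRNAs miR-1a-3p at a log2 fold change of 8.29 (SE 0.72, adjusted p = 3.7e-07) and miR-133a-3p at 8.47 (SE 0.49, adjusted p = 1.3e-08), which control muscle growth and conduction, rose in iCMs over CSCs, as did miR-133a-5p at 8.42. The strand miR-490-3p is at 10.91 (SE 0.51), miR-499-5p at 9.26 (SE 0.66) and miR-204-5p, a miRNA of muscle and retina, at 9.17 (SE 0.46). The imprinted miR-335-3p rose by 10.45 (SE 0.63), miR-335-5p by 9.68 (SE 0.69) and miR-486b-5p, a miRNA of muscle and red cells, by 6.48 (SE 0.29), from 568 to 50844 CPM. With 0 counts in CSCs, miR-490-5p rose at least 87.9-fold. In aCMs over CSCs, miR-1a-3p is at 12.65 (SE 0.82), miR-133a-3p at 11.74 (SE 0.56) and miR-490-3p at 11.38 (SE 0.53). The study put the list together from known myogenic miRNAs and those with the highest levels in these aCMs, and its median in iCMs over CSCs is 9.26. Of 13 tested, 13 are up and 0 down, the same when adjusted over the list alone, camera adjusted p = 4.3e-07, adjusted p = 0.067 with an estimated correlation. With miRNAs absent from CSCs at their lower bound the median is 9.15. The muscle miRNAs listed before the data were examined also rose. Of 15 tested, 14 are up and 1 down, the same when adjusted over the list alone, camera adjusted p = 8.7e-05, adjusted p = 0.067 with an estimated correlation. Among them miR-206-3p, a skeletal muscle miRNA, is lower in iCMs.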

Of particular interest, the levels of expression of the miR-208a and miR-208b, which are intronic to and encoded by Myh6 and Myh7 (myo-miRs), respectively, up-regulate similarly to the corresponding myosin genes in iCMs. Nevertheless, these miRs up-regulated in the iCMs showed expression levels significantly lower than in the aCMs (Fig. 4i, j) as visualized in the Violin plot (Fig. 4j). In contrast to the cardiomyo-miRs, the miRNAs involved in positively regulating cell proliferation and self-renewal, such as miR-183, miR-182, miR-96, miR-298, miR-296-3p, and miR-296-5p, were highly expressed in CSCs in the comparison to aCMs (Fig. 4i).

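The miRNA miR-208a-3p rose in iCMs at a log2 fold change of 8.96 (SE 0.49, adjusted p = 7.9e-09), and its host Myh6, the main myosin of the adult mouse heart, went from 5.69 to 3405 CPM. Likewise miR-208b-3p rose by 10.58 (SE 0.76, adjusted p = 7.0e-08), and its host Myh7, the slow myosin, from 0.415 to 1421 CPM. With 0 counts in CSCs, miR-208a-5p rose at least 568-fold. In a further intronic pair, miR-499-5p rose by 9.26 (SE 0.66) and its host Myh7b, a minor myosin, by 6.73 (SE 0.32), against 10.15 and 10.47 in aCMs over CSCs. Against aCMs, miR-208a-3p in iCMs is at -1.05 (SE 0.35, adjusted p = 0.018) and miR-208b-3p is higher in iCMs at 6.14 (SE 0.76, adjusted p = 2.3e-05). Of the hosts, Myh6 is lower in iCMs than in aCMs at -4.49 (SE 0.34) and Myh7 is not called at 0.04 (SE 0.42). In the same comparison miR-499-5p is not called at -0.89 (SE 0.48), and Myh7b is lower at -3.74 (SE 0.26). With library totals the difference of miR-208a-3p is 0.07, so its direction depends on the scaling.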

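Relative to aCMs, miR-1a-3p is lower in iCMs at a log2 fold change of -4.36 (SE 0.58, adjusted p = 3.6e-05), miR-133a-3p at -3.27 (SE 0.40, adjusted p = 2.2e-05), miR-133a-5p at -3.10 (SE 0.37), miR-486b-5p at -2.45 (SE 0.26) and miR-204-5p at -1.70 (SE 0.32). The heart-specific miR-499-5p at -0.89 (SE 0.48, adjusted p = 0.12) and miR-490-3p at -0.47 (SE 0.33, adjusted p = 0.23) were not called. The imprinted miR-335-5p at 3.38 (SE 0.60, adjusted p = 3.5e-04) and miR-335-3p at 3.12 (SE 0.52) are higher in iCMs, beside miR-208b-3p. As a list the cardiomyo-miRs are lower in iCMs. Of 13 tested, 3 are up and 6 down, the same when adjusted over the list alone, camera adjusted p = 0.019, adjusted p = 0.25 with an estimated correlation. The muscle miRNAs listed before the data were examined are lower too. Of 15 tested, 2 are up and 9 down, the same when adjusted over the list alone, camera adjusted p = 3.0e-04, adjusted p = 0.070 with an estimated correlation. With library totals the median of the cardiomyo-miRs turns from -0.89 to 0.22, with 4 down, and with the size factors of DESeq2 it is -1.30, with 8 down.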

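The cluster of miR-183, miR-182 and miR-96, which is active in sensory cells and in many tumors, is lower in aCMs than in CSCs, with miR-183-5p at a log2 fold change of -10.71 (SE 0.53, adjusted p = 3.0e-09), miR-182-5p at -10.06 (SE 0.55, adjusted p = 7.8e-09) and miR-96-5p lower by 1489-fold (95% counting interval 267 to 58808). The imprinted miR-298-5p is at -8.05 (SE 0.53, adjusted p = 4.2e-08), miR-296-3p at -7.91 (SE 0.54) and miR-296-5p at -6.80 (SE 0.54). In iCMs over CSCs, miR-183-5p fell by 4.64, miR-182-5p by 4.37 and miR-96-5p by 3.77 (log2). In the same comparison miR-296-3p fell at -0.91 (SE 0.31, adjusted p = 0.019), and miR-298-5p at -0.68 (SE 0.32, adjusted p = 0.083) and miR-296-5p at -0.11 (SE 0.32, adjusted p = 0.78) were not called. The list, chosen by the study on these samples, is lower in aCMs than in CSCs. Of 9 tested, 0 are up and 9 down, the same when adjusted over the list alone, camera adjusted p = 1.9e-06, adjusted p = 0.067 with an estimated correlation. It is also lower in iCMs than in CSCs. Of 9 tested, 0 are up and 7 down, the same when adjusted over the list alone, camera adjusted p = 8.0e-05, adjusted p = 0.088 with an estimated correlation.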

Overall, these data suggest that cardiomyocytes derived from CSCs up-regulate the known cardiomyo-miRs, which further confirms the bona fide cardiomyogenic phenotype of these cells. Yet, in consonance with the immature phenotype of the iCMs, most of these miRs have an expression level in these cells that is still significantly lower than in aCMs.

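Of the adult heart miRNAs, miR-378a-3p is 3.41 (SE 0.27) higher in iCMs than in CSCs and 5.60 (SE 0.31) higher in aCMs than in CSCs. The growth regulator miR-22-3p is lower in iCMs than in CSCs at -0.70 (SE 0.24) and higher in aCMs at 1.92 (SE 0.27). As a list they are not called between iCMs and CSCs. Of 15 tested, 7 are up and 2 down, the same when adjusted over the list alone, camera adjusted p = 0.67. They are higher in aCMs than in CSCs. Of 15 tested, 12 are up and 0 down, the same when adjusted over the list alone, camera adjusted p = 0.0017, adjusted p = 0.13 with an estimated correlation. Across 718 miRNAs the changes from CSCs to iCMs and to aCMs correlate at r = 0.752 and share their direction in 78.1%, against r = 0.448 and 65.3% in 20 simulations in which only the CSC libraries are shared. The covariance is 11.1 against 0.103 in the simulations, a difference of 11.0. Calls overlap in 188 miRNAs higher in both (97.6 if independent), 146 lower in both (60.5) and 19 opposite, and part of the excess over independent calls may come from the shared controls. The authors propose that the rise of the cardiomyo-miRs adds to their evidence for a cardiomyogenic phenotype. Their earlier evidence includes beating cells, staining of muscle proteins, qPCR and the mRNA data.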

### Identification of miRNA/mRNA interactions and regulatory networks potentially modulating CSC specification and differentiation into cardiomyocytes

The identification of putative gene targets of each miRNA is an important first step to start elucidating its potential functions. miRNAs usually act by either inducing degradation or repressing translation of their target mRNAs^82,83^. Even though individual miRNAs are associated with specific cell functions, it is clear that the miRNome simultaneously at any given time acts over multiple mRNAs encoding proteins with similar, opposed or intertwined roles in their respective gene networks^81^. Therefore, to identify putative mRNA targets of the differentially expressed miRNAs, we performed an integrated bioinformatics analysis of the differentially expressed miRNA and mRNA in the CSCs, iCMs, and aCMs. We restricted the analysis to the validated and putative/predicted mRNA targets involved in cardiomyocyte differentiation, cell cycle, heart development, and stem cell differentiation and maintenance (Figs. 5,6 and Supplementary Figs. 3–5).

**Fig. 5:**
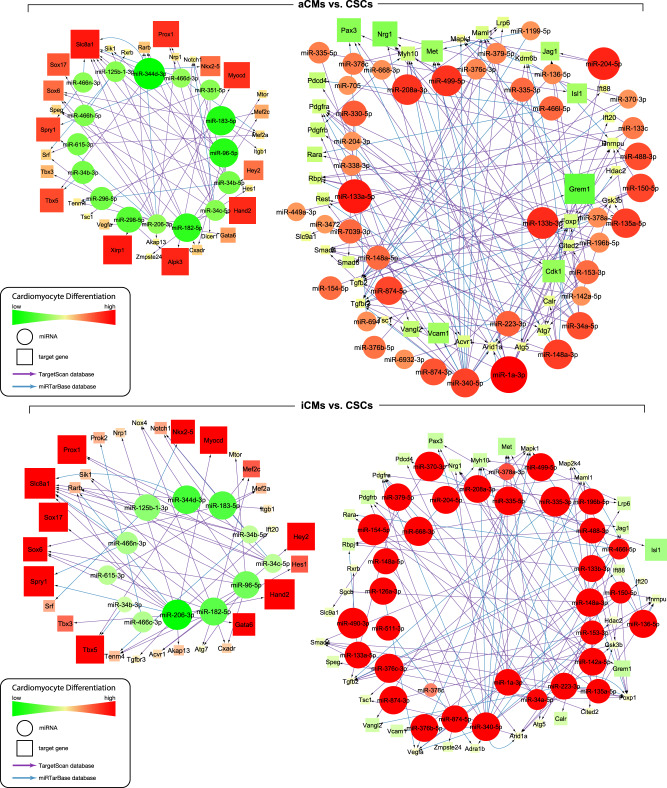
miRNA/mRNA networks describing the process of cardiomyocyte differentiation. The networks were built starting from the down-regulated (left) and up-regulated (right) miRNAs in the “iCMs vs. CSCs” (upper panel) and “aCMs vs. CSCs” (bottom panel) comparisons, respectively. The networks were developed inserting each miRNA/mRNA target that was effectively up-regulated for the down-regulated miRNAs and each miRNA/mRNA target that was effectively down-regulated for the up-regulated miRs. Differentially expressed miRNAs were used as starting nodes to generate the interaction network of miRNAs and their targets. Each link connects the source (miRNA, circle) and its targets (mRNA, squares). The colors represent changes in expression (green as down-regulated, red as up-regulated). Subsequentially functional analysis of miRNA/mRNA networks was done for selected biological processes. All RNASeq data are representative of biological triplicates for CSCs and iCMs and of biological duplicate for aCMs. Each of the biological replicate was verified by a technical triplicate.

**Fig. 6:**
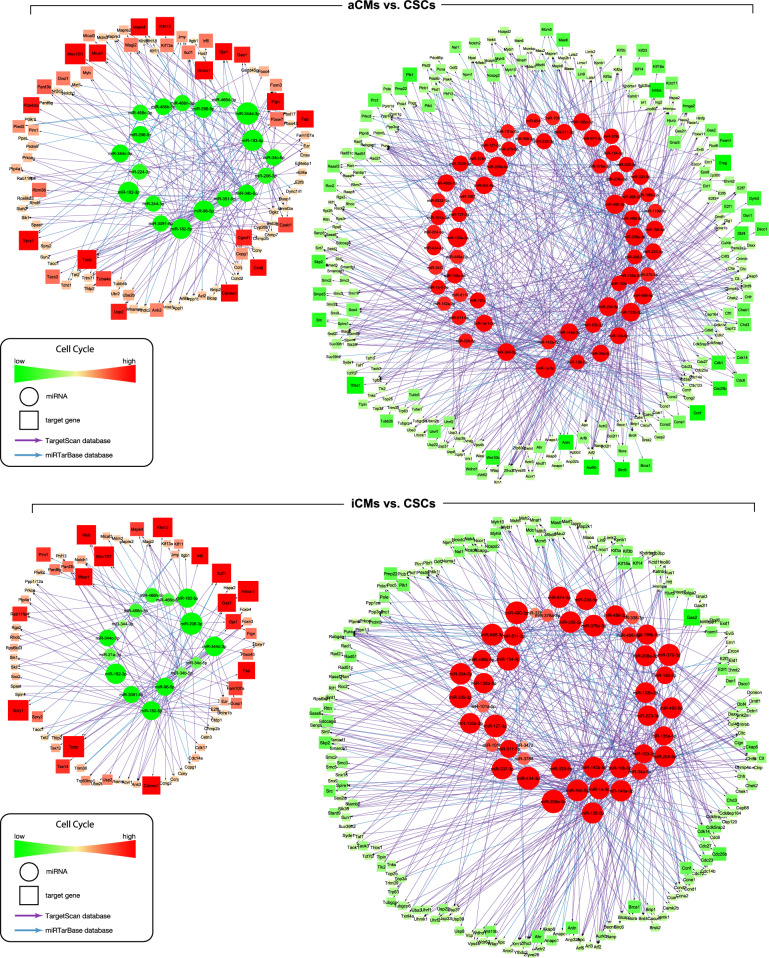
miRNA/mRNA networks describing the process of cell cycle. The networks were built starting from the down-regulated (left) and up-regulated (right) miRNAs in the “aCMs vs. CSCs” (upper panel) and “iCMs vs. CSCs” (bottom panel) comparisons, respectively. The networks were developed inserting each microRNA mRNA target that was effectively up-regulated for the down-regulated miRNAs and each miRNA/mRNA target that was effectively down-regulated for the up-regulated miRNAs. Differentially expressed miRNAs were used as starting nodes to generate the interaction network of miRNAs and their targets. Each link connects the source (miRNA, circle) and its targets (mRNA, squares). The colors represent changes in expression (green as down-regulated, red as up-regulated). Subsequentially functional analysis of miRNA/mRNA networks was done for selected biological processes. All RNASeq data are representative of biological triplicates for CSCs and iCMs and of biological duplicate for aCMs. Each of the biological replicate was verified by a technical triplicate.

Independent networks containing only known and predicted miRNA and their relative mRNA targets putatively or known to be involved in the process of cardiomyogenic specification and differentiation of CSCs were identified. Interestingly, the molecular networks built from the miRNA/mRNA targets comparison of iCMs vs. CSCs closely resembled the same networks constructed from the comparison of aCMs vs. CSCs (Figs. 5 and 6). In particular, the cardiomyocyte differentiation miRNA/mRNA network built on the down-regulated and up-regulated miRNAs (and respectively up-regulated and down-regulated mRNAs) was ~80% similar in its entire dataset in both, the “iCMs vs. CSCs” and “aCMs vs. CSCs” comparisons (Fig. 5 and Supplementary Data 7–8). Similarly, the miRNA/mRNA network describing the cell cycle process was similar for ~70% in its entire dataset in the “iCMs vs. CSCs” and “aCMs vs. CSCs” comparisons (Fig. 6 and Supplementary Data 9–10). 

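The tables of the cardiomyocyte differentiation network list 164 pairs of a miRNA and a target for iCMs and 184 for aCMs, with 43 miRNAs and 61 targets in both. The networks have 151 pairs in common, which is 76.6% of all pairs in either, 92.1% of the iCM pairs and 82.1% of the aCM pairs. Of the iCM pairs, 38 (23.2%) have a miRNA and a target called in opposite directions here, 30 of them with the target up and 8 with the target down, and 0 have both called in the same direction. Of the aCM pairs, 96 (52.2%) are called in opposite directions and 4 in the same. Among shared pairs, 35 of 151 are opposite in both comparisons. By adjusted p alone, without a fold threshold, 84 of the iCM pairs are opposite. The methods start the networks from miRNAs changed between CSCs and aCMs, and the legends describe only pairs changed in opposite directions. The share of common pairs and the lack of pairs changed in the same direction were thus in part set by how the networks were built.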

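The cell cycle tables list 551 pairs for iCMs and 773 for aCMs, of which 426 are common to both. That is 47.4% of all pairs in either, 77.3% of the iCM pairs and 55.1% of the aCM pairs, and 60.0% of the miRNAs and 58.8% of the targets in either. In iCMs 116 pairs (21.1%) have miRNA and target called in opposite directions, 54 with the target down, and in aCMs 324 (41.9%), 246 with the target down. No pair of either table has both members called in the same direction by edgeR. The cell cycle networks were built by the same steps, so the same limit holds for them. Among the shared pairs, 87 of 426 are opposite in both comparisons, and by adjusted p alone 361 of the iCM pairs are opposite.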

As pertinent examples, miR-125b-1-3p, miR-344d-3p, miR-206-3p were down-regulated while their respective targets Nkx2.5, Tbx5, Hand2 mRNAs were up-regulated in “iCMs vs. CSCs” as well as in “aCMs vs. CSCs” comparisons (Fig. 5 and Supplementary Data 7–8). In contrast, genes involved in stem cells maintenance, self-renewal and development such as Foxp1, Cited2, Lrp6, Pdgfrα, Isl1 were found down-regulated when specific miRs such as miR-1a-3p, miR-499-5p, miR-34a-5p, and miR-335-5p were up-regulated in “iCMs vs. CSCs” as well as in “aCMs vs. CSCs” comparisons (Fig. 5 and Supplementary Data 7–8). 

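In iCMs over CSCs, of the stem cell genes named here Isl1, a marker of heart progenitors, fell at a log2 fold change of -2.35 (SE 0.40, adjusted p = 9.4e-04). The forkhead gene Foxp1 at -0.16 (SE 0.21, adjusted p = 0.56), the coregulator gene Cited2 at -0.17 (SE 0.20, adjusted p = 0.51), the Wnt receptor gene Lrp6 at -1.14 (SE 0.17, adjusted p = 3.4e-04) and the growth factor receptor gene Pdgfra at -0.46 (SE 0.32, adjusted p = 0.26) were not called. In aCMs over CSCs, Isl1 at -4.29 (SE 0.60), Pdgfra at -2.24 (SE 0.40) and Foxp1 at -2.06 (SE 0.25) fell. The genes Lrp6 at -1.29 and Cited2 at -1.19 were not called. Of their miRNAs, miR-34a-5p, a target of p53, rose by 4.73 (SE 0.41, adjusted p = 3.5e-07) in iCMs and 8.72 (SE 0.47) in aCMs. In aCMs over CSCs, miR-499-5p is at 10.15 (SE 0.69) and miR-335-5p at 6.30 (SE 0.62). As a list chosen by the study, the 5 targets are not called in iCMs. Of 5 tested, 0 are up and 1 down, the same when adjusted over the list alone, camera adjusted p = 0.092. The same 5 are lower in aCMs. Of 5 tested, 0 are up and 3 down, the same when adjusted over the list alone, camera adjusted p = 0.014, adjusted p = 0.14 with an estimated correlation. For the rising targets, Hand2, a factor of the right ventricle, is at 9.43 (SE 0.27, adjusted p = 1.1e-08) in iCMs, with Tbx5 at 9.03 (SE 0.33), Nkx2-5 at 6.99 (SE 0.57) and Hand2 at 10.71 (SE 0.28) in aCMs. Their miRNAs fell, with miR-344d-3p at -4.97 (SE 0.53, adjusted p = 2.8e-06) and miR-206-3p by 108-fold (95% counting interval 29.9 to 892) in iCMs, and miR-125b-1-3p at -5.83 (SE 0.48) in aCMs.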

Despite the qualitative similarities and the clear progression of CSCs toward myogenic commitment, the levels of the specific miRNAs and their putative mRNA targets in iCMs remain different from aCMs (Figs. 5 and 6).

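Between iCMs and aCMs, miR-34a-5p is lower in iCMs at a log2 fold change of -3.99 (SE 0.37, adjusted p = 3.5e-06), while miR-125b-1-3p at 2.84 (SE 0.41) and miR-34b-5p at 5.08 (SE 0.72) are higher. Of the targets, Nkx2-5 is lower in iCMs at -1.57 (SE 0.47, adjusted p = 0.022), Foxp1 at 1.91 (SE 0.25) and Pdgfra at 1.78 (SE 0.39) are higher, and Tbx5 at -0.87 (SE 0.23, adjusted p = 0.011) and Hand2 at -1.28 (SE 0.19, adjusted p = 3.1e-04) were not called. The cell cycle kinase gene Cdk14 at 2.02 (SE 0.30) and the factor gene E2f5 at 1.38 (SE 0.39) are higher in iCMs than in aCMs, and Cdk6 at 1.08, E2f3 at 0.58 and Ccnd1 at 0.60 were not called.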

The miRNA/mRNA network involved in the cell cycle control highlighted the down-regulation of cyclin and cyclin-dependent kinases, such as Ccnd1, Cdk6, Cdk14 and transcription factors such as E2f1, E2f3, E2f5 when miR-1a-3p, miR-499-5p, miR-34a-5p were up-regulated in both the “iCMs vs. CSCs” as well as in the “aCMs vs. CSCs” comparisons (Fig. 6 and Supplementary Data 9–10). Conversely, the down-regulation of miR-96-5p and miR-34c-5p (as well as miR-34b-5p) was associated with up-regulation of genes involved in stem cells differentiation and cell cycle arrest such as Foxo4 and Notch1 (Fig. 6 and Supplementary Data 9–10). 

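The miR-34 strands miR-34c-5p at a log2 fold change of -1.67 (SE 0.31, adjusted p = 3.7e-04) and miR-34b-5p at -1.54 (SE 0.44, adjusted p = 0.0080) fell in iCMs over CSCs, and miR-34b-5p is at -6.62 (SE 0.74) in aCMs. Notch1, a receptor of cell fate decisions, is the target that rose in iCMs, and in aCMs it is at 0.41 (SE 0.23, adjusted p = 0.16) and not called. The forkhead gene Foxo4, which restrains division, is at 0.40 (SE 0.20, adjusted p = 0.13) in iCMs, not called, and at 1.74 (SE 0.22, adjusted p = 7.5e-05) in aCMs. For the falling cell cycle targets, E2f1, a driver of S phase, is at -1.58 (SE 0.20, adjusted p = 1.5e-04) and Cdk14 at -1.77 (SE 0.24, adjusted p = 1.9e-04) in iCMs over CSCs. The G1 kinase gene Cdk6 at -0.91, E2f3 at -0.79, E2f5 at 0.03 and the cyclin gene Ccnd1 at -0.60 were not called. In aCMs over CSCs, E2f1 at -3.40 (SE 0.27), Cdk14 at -3.79 (SE 0.32), Cdk6 at -1.99 (SE 0.38), E2f3 at -1.37 and E2f5 at -1.35 fell. Ccnd1 at -1.20 (SE 0.37, adjusted p = 0.017) was not called. The 6 falling targets were chosen by the study, and as a list they are lower in iCMs. Of 6 tested, 0 are up and 2 down, the same when adjusted over the list alone, camera adjusted p = 0.034, adjusted p = 0.41 with an estimated correlation. They are lower in aCMs too. Of 6 tested, 0 are up and 5 down, the same when adjusted over the list alone, camera adjusted p = 0.0092, adjusted p = 0.31 with an estimated correlation.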

The miRNA/mRNA networks describing heart development, and stem cell differentiation and maintenance showed a similar trend as the above-mentioned networks (see Supplementary Figure 3–5).

Overall, despite that direct miRNA/mRNA interactions were not validated experimentally, the bioinformatics predictions outlined above supports the notion that CSC differentiation into iCMs activates cardiomyocyte-specific and cell cycle arrest gene networks similar to those orchestrating cardiac development and maturation.

### miR-1 and miR-499 enhanced myogenic commitment of CSC-derived iCMs in vitro

The above-described miRNA/mRNA networks show that miRNA profile comparison between “iCMs vs. CSCs” resembles that between”aCMs vs. CSCs”. To further validate these comparisons we analyzed by qPCR several of the up-regulated miRNAs identified by the miRNA/mRNA networks in both”iCMs vs. CSCs” and ‘aCMs vs. CSCs’ comparisons (Fig. 7a). miR-1 and miR-499 were the ones to show the highest expression in aCMs and are also highly expressed in the iCMs albeit at a significantly lower level than in the aCMs (Fig. 7a). Previous data has shown that these two miRs can foster the myogenic differentiations of both ESCs and cardiovascular progenitors^17,84^. Thus, we tested whether the transduction of these two miRNAs, either separately or in combination, would further enhance the myogenic commitment of CSC-derived iCMs.

**Fig. 7:**
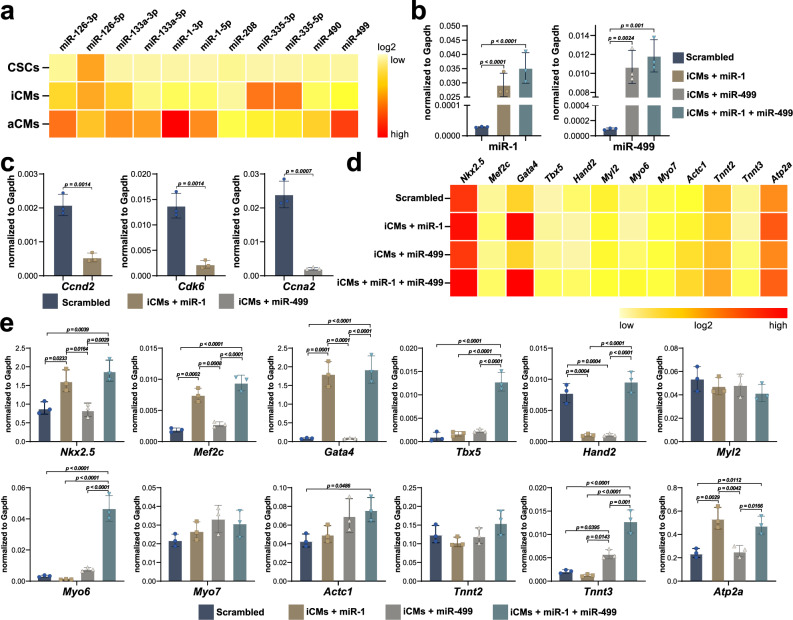
miR-1 and miR-499 enhanced myogenic commitment of CSC-derived iCMs in vitro. **a** Heatmap showing the up-regulation of several miRNAs in aCMs. **b** Bar graphs showing the expression of miR-1 and miR-499 following overexpression in iCMs. **c** Bar graphs showing respectively, the expression of *Cyclin D2* and *Cdk6*, direct targets for miR-1, and the expression of Ccna2, direct target for miR-499 in iCMs transducted with the respective miRNAs. **d**, **e** Bar graphs and heatmap showing qPCR data for the expression of the main cardiac transcription factors *Nkx2.5, Gata4, Mef2c, Tbx5, Hand2, Myl2, Myo6, Myo7, Tnnt2, Tnnt3, Actc1,* and *Atp2a* in iCMs after transduction of iCMs with scrambled miR, miR-1, miR-499, and miR-1 + miR-499. The data are expressed as mean ± S.D. of biological triplicates. Each of the biological triplicate was verified by a technical triplicate.

CSCs were transduced with lentiviral vectors encoding for miR-1, miR-499, miR-1+ miR-499, or a scrambled miR. 72 h after the miRNA transductions, miR-1, and miR-499 levels were several folds higher when compared to the scrambled miRNA transduction (Fig. 7b). 48 h after efficient transduction with miR-1 and/or miR-499, CSC underwent the myogenic differentiation assay as shown above (Fig. 1a). 14 days later, direct targets of these two miRNAs involved with the cell cycle, such as Cyclin D2 and Cdk6 for miR-1 and Ccna2 for miR-499 were down-regulated in iCMs transducted with the respective miRs (Fig. 7c). These data show that both, miR-1 and miR-499, negatively regulate the cell cycle gene network, which is typical of the myogenic terminal differentiation of cardiac muscle cells. Interestingly, iCMs transduced with miR-1 and/or miR-499 show a significantly higher expression of Nkx2.5, Gata-4, Mef2c, Tbx5, Hand2, Myo6, Myo7, Tnnt3, Actc1, and Atp2a when compared to scrambled miRNA transduction (Fig. 7d, e). In particular, iCMs transducted only with miR-1 up-regulated several genes such as Nkx2.5, Mef2c, Gata4, Atp2a. Transduction only with miR-499 positively regulated the expression of Tnnt3 and Actc1. Interestingly, co-transduction with miR-1 and miR-499 further promoted the expression of Tbx5, Hand2, Myo6, and Tnnt3, while the expression of Tnnt2, Myl2, Myo7, and Atp2a was not further increased when compared with the transduction with only a single miRNA. The expression of Myl2, Myo7, and Tnnt2 was not affected by neither single miRs nor by their combination. From these data, it is however not possible to determine whether the enhanced expression of this set of myocardial-specific genes upon the transduction of miR-1, miR-499, or both is just the indirect consequence of suppression of the cell cycle genes and/or the down-regulation of unknown negative regulator/suppressor mRNAs dampening the expression of muscle-specific mRNAs in the early stages of cardiomyogenic differentiation (Fig. 7b, d–e).

Overall, these data support the conclusion that the miRNA/mRNA network built by the bioinformatic analysis identified miRNAs involved in myocyte commitment and terminal differentiation as indeed miR-1 and miR-499 were able to enhance the myogenic commitment of CSC-derived iCMs toward the terminal differentiation and cell cycle withdrawal typical of adult CMs.

## Discussion

The principal findings of this study are as follows: (i) mouse CSC in vitro robustly differentiate into beating cardiomyocytes (iCMs); (ii) CSC-derived iCMs transcriptome and miRnome profiles recapitulate that of adult CMs even though mRNA and miRNA levels reflect an immature phenotype closer to fetal/neonatal CMs; (iii) CSCs differentiation into CMs is characterized by the switching on of the miRNA/mRNA networks operative in the adult CMs; (iv) two miRs from these miRNA/mRNA networks, miR-1 and miR-499, individually and together enhance myogenic commitment and terminal differentiation of CSC-derived iCMs.

From embryonic to adult life, mammalian cardiomyocytes (CMs), generated from cardiac progenitors within the mesodermal layer, undergo a differentiation and maturation process characterized, among other traits, by the permanent exit from the cell cycle, development of sarcomeric structures, Ca^2+^ storage and release system, binucleation and increased metabolic demand. This process is transcriptionally regulated by specific myogenic mRNAs which expression is modulated by a family of miRNAs^4^. During embryonic development, Wnt, BMP, and Nodal/Activin pathways coordinate various transcriptional and growth factors to promote cardiac progenitor cells proliferation and differentiation. BMPs are members of the transforming growth factor-beta (TGF-β) super-family that play an essential role in most of the morphogenetic processes during development^85^. Mesodermal induction and cardiac differentiation require BMP signaling^86,87^. The activation of Wnt/β-catenin signaling promotes cardiac differentiation, but during gastrulation inhibits heart formation^88^. Early in mammalian cardiac myogenesis, Wnt/β-catenin signaling activation is indispensable for cardiac differentiation in P19 embryonic cells^89^ and highlight the biphasic role of Wnt/β-catenin signaling in cardiomyocyte differentiation: activation is required to commit mesenchymal cells to the cardiac lineage; down-regulation of β-catenin is needed for cardiomyocyte differentiation at later stages. These important molecular pathways have been used in vitro to direct the differentiation of adult CSCs into CMs^36,90–92^. Here we further show that a refined protocol of sequential and step-by-step administration of BMP-4, Activin A, β-FGF, and DKK-1 to clonal CSCs increase the expression of myogenic genes and the number of Troponin or Myosin positive cells, generating spontaneously beating cardiomyocytes in vitro (iCMs).

Transcriptome analysis is a powerful genomic tool that facilitates the identification of whole gene expression networks and regulatory mechanisms^93^. In this study, whole gene expression profiling by mRNASeq analysis together with different bioinformatic tools of CSCs and CSC-derived iCMs revealed a molecular signature in iCMs that closely resembles that of adult terminally differentiated CMs (aCMs). Indeed, the most relevant enriched pathways and functions describing the comparisons of CSCs with either iCMs or aCMs were similar and related to cell cycle progression, cardiac function and maturation.

Also, genome-wide small RNA sequencing identified candidate miRNAs involved with CSCs differentiation into iCMs. Comparison of the miRNome profiles of CSCs with those of iCMs and aCMs identified miRNAs that potentially play a role in the development of the CM phenotype. Interestingly, iCMs express a miRNA profile similar to the miRs set typical of adult CMs.

Despite the robust activation of a proper myocyte differentiation molecular and cell functional program, the quantitative expression of myogenic miRNAs and related mRNAs in the iCMs is intermediate between E11.5 fetal and neonatal cardiomyocytes^36^. In part, this immature phenotype of the iCMs might be due to the fact that we compared the bulk population of iCMs deriving from CSCs, which is highly heterogeneous in terms of the differentiation stage of the cells, with pure clonal CSCs and pure isolated aCMs. Thus, even though the differentiation protocol is robust and highly efficient we didn’t compare a pure population of iCMs with pure CSCs and aCMs. Single-cell mRNA and miR profiling will be required to determine the stage of differentiation the iCMs can reach in vitro.

The bioinformatics tools built miRNA/mRNA networks operative in both, iCMs and aCMs, strongly suggesting that CSC-derived iCMs are generated through well-orchestrated miRNA/mRNA developmental networks from stemness/progenitor to CM-specific which are also operative in the aCMs and highlight potential targets to improve iCM maturation. Indeed, miR-1 and miR-499, already known for their role in the differentiation of ESCs and adult cardiac progenitors into CMs^17^ when up-regulated in the iCMs improved the maturation of these cells towards the typical terminal differentiation of aCMs. miR-1 and miR-499, independently and together, further reduced the expression of positive cell cycle regulatory genes, such as CyclinA2 and Cyclin D, while increasing the expression of negative cell cycle regulatory genes, such as Rb1, which are known to be crucial for CM terminal differentiation^69,70,93^. Furthermore, miR-1 and miR-499 further increased the expression of sarcomere genes in iCMs.

Overall, this study focused on the efficiency of and the molecular mechanisms underlying the in vitro myogenic differentiation of cells derived from individual clones of CSCs obtained from adult hearts. The data presented indisputably show the stable myogenic potential of these CSCs under the conditions tested. Moreover, the mRNA and miRNA changes, underlying the transition from replicating CSCs to terminally differentiated but still immature cardiomyocytes, qualitatively closely resemble those observed in the mature cardiomyocytes isolated from the adult heart. Therefore, these data further reinforce the conclusion that the CSCs are *bona fide* cardiac myogenic stem/progenitor cells, and their phenotype is consistent with previous reports of their role in vivo in adult cardiomyocyte homeostasis and myocardial repair and regeneration^36,41,48^. However, given the controversy surrounding the role of the CSCs in vivo, it is imperative to point out that the relevance of the in vitro results presented here to in vivo cardiomyocyte generation/regeneration by CSCs is just consistent with but indirect as an issue not specifically addressed here. There is a hot ongoing controversy with several scientists who have expressed a vivid skepticism about the existence of CSCs and who remain unconvinced of their role in adult cardiomyogenesis in vivo^55,58,60,94^. Indeed, recent attempts to genetically determine CSC-derived new cardiomyocyte formation using Cre-lox-based cell-fate mapping studies failed to show a significant contribution of the CSCs to new cardiomyocyte formation, let them to practically deny the existence of any adult cardiomyocyte progenitor^55,58,60,94^. That these genetic cell-fate mapping approaches fail to test the fate of the *bona fide* CSCs (the ones used in this report) has been unfortunately insufficient to resolve the controversy^48,53,95^. Consistent with the results presented here, we have previously shown that the progeny of a single CSCs isolated as described here, as opposed to the heterogenous mix of freshly isolated c-kit^pos^ cardiac cells^36^, when exogenously transplanted in an injured heart, efficiently differentiate, and robustly replace cardiomyocytes in vivo^36,96^. Importantly, we have shown that in vivo these cardiomyocytes derived from the transplanted CSCs progressively mature over time^96^. Yet, what the field urgently needs in order to settle the controversy over the role of the CSCs in pre-and post-natal cardiac development, myocardial cell homeostasis, and myocardial repair and regeneration is an unimpeachable genetic cell-fate mapping of the CSCs which will only be possible when the proper animal genetic model becomes available^95^. In the same vein, whether the phenomenon of efficient maturation of CSC-derived cardiomyocytes in vivo depends on miR-1 and miR-499 up-regulation or whether it can be further boosted by miR-1 and miR-499 up-regulation remains to be assessed in future studies.

In conclusion, under proper in vitro culture conditions, CSCs robustly differentiate into functional beating cardiomyocytes undergoing changes in their transcriptome/miRnome which closely resembles that of adult CMs further supporting the true myogenic stem/precursor nature of these cells.

## Methods

### Cell culture

Clonal cardiac stem cells (CSCs) were isolated from adult mouse hearts by enzymatic dissociation using gentleMACS Dissociator (Miltenyi Biotec) as previously described^36,48^. Briefly, to obtain wild type CSC clones, 6 wild-type 12-weeks-old adult C57BL/6 J mouse hearts were isolated and through negative/positive cell sorting, CD45^neg^CD31^neg^c-kit^pos^ cardiac cells were harvested and expanded in culture through 4 passages. At this point, ~10^3^ single cells were deposited in 96-well gelatin-coated Terasaki plates by serial dilution and 14 days later, 3 clones with the fastest expansion rate were picked. These 3 clones were then expanded in CSC media (see below) for 4 passages. As we have already shown that using this isolation method, the harvested clones behave practically in an indistinguishable manner both biologically as well as transcriptionally^36^, a single randomly chosen clone in biological triplicates was used to perform most of the experiments. The other two independent CSC clones were used to validate the main findings obtained with the first clone where specifically reported. Mouse CSCs clones were expanded on gelatin-coated dishes in CSCs growth medium containing of a 1:1 ratio of Neurobasal medium (Gibco, Life Technologies) and DMEM-F12Ham’s (Gibco, Life Technologies) implemented with insulin-transferrin-selenium (1%, Life Technologies), epidermal growth factor (final medium concentration: 20 ng/ml, Peprotech), basal fibroblast growth factor (final medium concentration: 10 ng/ml, Peprotech) and leukemia inhibitory factor (final medium concentration: 10 ng/ml, Miltenyi Biotec) and containing 37 mg of L-glutamine, B27 supplement (2%, Life Technologies) and N2 supplement (1%, Life Technologies) penicillin-streptomycin (1%, Life Technologies), Fungizone (0.1%, Life Technologies) and gentamicin (0.1%, Life Technologies) sterilize through a 0.22 µm pore filter into a sterile container and stored at 4 °C. The CSCs growth medium was supplemented with 10% ESQ-FBS (Life Technologies). Cells were maintained at 37 °C in ambient O_2_ (21%) and 5% CO_2_. Media were replenished every 48 h and cells were passaged at a 1:4 ratio.

### Cardiac differentiation protocol in vitro

Cloned CSCs were placed in bacteriological dishes for 4 days for cardiospheres generation in the CSC growth medium. Cardiospheres were then switched to base differentiation medium consisting of StemPro^®^-34 SFM (a serum-free medium conditioned with StemPro^®^-Nutrient Supplement, Gibco, Life Technologies), Ascorbic Acid (0.5 Mm, Sigma), 1-thioglycerol (4.5 × 10^−4^ M, Sigma), L-glutamine (2 mM), Non-Essential Amino Acids (Gibco, Life Technologies) and penicillin-streptomycin (1%, Life Technologies). For specific myocyte differentiation BMP-4 (10 ng/ml, Peprotech), Activin-A (50 ng/ml first day and then 10 ng/ml, Peprotech), β-FGF (10 ng/ml, Peprotech), Wnt-11 (150 ng/ml, R&D System) and Wnt-5a (150 ng/ml, R&D System) were added to base differentiation medium from day 4 to day 8. Then, differentiating cardiospheres were pelleted and transferred to laminin (1 µg/ml) coated dishes and Dkk-1 (150 ng/ml, R&D System) was added to base differentiation medium from day 8 to day 14. Differentiated cardiospheres were either trypsinized for RNA isolation or fixed with 4% PFA.

### Mouse cardiomyocytes isolation

Cardiomyocytes were isolated from fetal (n.3 pregnant mice), neonatal (n.3 mouse littermates with 9–10 puppies each) and adult (n.6, 12-weeks-old) C57BL/6 J mouse hearts by enzymatic dissociation. All animal experimental procedures were approved by Magna Graecia Institutional Review Boards on Animal Use and Welfare and performed according to the Guide for the Care and Use of Laboratory Animals from directive 2010/63/EU of the European Parliament. Embryonic hearts were isolated from 3 pregnant mice at the indicated time using GentleMACS Dissociator and manufacture instructions were followed. Neonatal hearts obtained from 3 different mouse littermates were placed in a plate containing MEM/Trypsin (20 μg/ml) implemented with a solution containing 0.1% DNAse I, gentamicin and fungizone (2 μl/ml), penicillin-streptomycin (1%), then cut into small pieces and gently triturated with a scissor. The plate was transferred on a stirrer at 37 °C for 10′ and then the solution was left to deposit for several seconds. The process was repeated several times. Adult hearts from 6 anesthetized mice were excised, the respective aorta cannulated and hung on a retrograde perfusion system (Langendorff method), then perfused with enzyme-containing solutions as previously described^48^. A calcium-free solution was used to digest the hearts and prepared as follows: sodium chloride at a final concentration of 126 mM; glucose at a final concentration of 22 mM; HEPES at a final concentration of 24 mM; potassium chloride at a final concentration of 4.4 mM; magnesium dichloride at a final concentration of 5 mM; creatine at a final concentration of 5 mM; taurine at a final concentration of 20 mM; sodium pyruvate at a final concentration of 5 mM and Sodium dihydrogen phosphate at a final concentration of 1 mM. To increase the cardiomyocytes yield 2,3-butanedione monoxime 10 mM was added to the solution. The solution was filtered through a 0.22 μm-pore filter into a sterile container and stored at 4 °C for up to 1 week. For heart isolation, a total amount of 50 ml of buffer was used. Briefly, the cannulated hearts were first perfused with the calcium-free solution, followed by type II collagenase digestion in presence of Ca^2+^ 0.1 mM and then washed with a Ca^2+^ 0.1 mM solution. When perfusion was completed, the hearts were taken down from the cannula, cuts into small pieces and gently triturated with a pipette. To enrich the cell suspension with viable cardiac myocytes and to remove large or undigested tissue, preparations were filtered through a 100 μm cell strainer and then centrifuge to separate cardiomyocytes from other cardiac cell types. Viable cardiomyocytes were then allowed to sediment by gravity. The sedimentation procedure was repeated several times. The isolated rod-shaped cardiomyocytes from 2 hearts were randomly pooled to obtain biological triplicates from the 6 harvested hearts to be used for experimental purposes.

### Quantitative RT-PCR (qPCR)

RNA was extracted from CSCs, iCMs and aCM, using TRIzol Reagent (Ambion) and quantified using a Nanodrop 2000 Spectrophotometer (Thermo Fisher Scientific). Reverse transcription was performed with 0.5–1 µg of RNA using the High Capacity cDNA Kit (Applied Biosystems). Quantitative qPCR was performed using TaqMan Primer/Probe sets (Applied Biosystems) using StepOne Plus real Time PCR System (Applied Biosystems). TaqMan Gene Expression Assay was used for quantification of *Brachyury T* (ID: Mm00436877_m1)*, Mef2c* (ID:Mm01340842_m1)*, Gata-4* (ID:Mm00484689_m1)*, Nkx2.5* (ID:Mm01309813_s1)*, Tbx-5* (ID: Mm00803518_m1)*, Myl2* (ID:Mm00440384)*, Hand2* (ID: Mm00439247_m1)*, Myh6* (ID:Mm00440359_m1)*, Myh7* (ID:Mm01319006_g1)*, Tnnt2* (ID: Mm00441922_m1)*, Actc1* (ID: Mm01333821_m1)*, Tnnt3* (ID: Mm0126886_m1)*, Atp2a* (ID:Mm01201431_m1)*, Pln* (ID:Mm04206541_m1)*, Ccna2* (ID: Mm00438063_m1)*, Rb1* (ID: Mm00485586_m1)*, Rbl1* (ID: Mm01250721_m1*), Rbl2* (ID: Mm01242468_m1)*, Cnn1* (ID: Mm00487032_m1*)* and *Acta2* (ID: Mm00725412_s1). miRNA expression was evaluated using TaqMan miRNA assays (Applied Biosystems) for mir-1 (ID: 002222), mir-1-5p (ID: 464216_mat), mir-126-3p (ID: 000451), mir-126 (ID: 002228), mir-133a-5p (ID: 001637), mir-133-3p (ID: 002246), mir-335-5p (ID: 000546), mir-335-3p (ID: 002185), mir-208 (ID: 000511), mir-490 (ID: 001037) and mir-499 (ID: 001352). Data were processed by the ΔCt method using StepOne Software v2.3 and mRNA was normalized to the housekeeping gene, *Gapdh* (ID: Mm99999915_g1) and U6 (ID: 001973). All reactions were carried out in triplicate.

### Immunocytochemistry

For myogenic differentiation, cardiospheres derived from cloned CSCs, were cultured on glass chamber slides for 14 days and, after fixation with 4% PFA for 20 min on ice, stained with rabbit anti-cardiac troponin I (1:100 dilution, Abcam) or mouse anti-MF20 (1:50 dilution, DSHB). Neonatal cardiomyocytes and adult cardiomyocytes were fixed with 4% PFA for 20 min on ice, stained with rabbit anti-cardiac troponin I (1:100 dilution, Abcam). Cells were incubated with anti-rabbit-488 or anti-mouse-594 secondary antibodies (1:100 dilution, Jackson Immunoresearch). Nuclei were counterstained with the DNA binding dye, 4,6-diamidino-2-phenylindole (DAPI, Sigma) at 1 µg/ml. Fluorescence was visualized and images were acquired with confocal microscopy (LEICA TCS SP8).

### RNA-seq

#### Cell samples

Cell samples for RNA-Seq analysis were obtained from cloned CSCs, iCMs and three biological replicates to archive the analysis were performed. aCMs samples were obtained from hearts isolated from adult C57BL/6J mice and two biological replicates to archive the analysis were performed.

#### RNA extraction

RNA was extracted from CSCs, iCMs, and aCMs using TRIzol Reagent (Ambion). The extracted RNA integrity was measured with an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA), and a sample with an RNA integrity number ⩾8 was considered acceptable.

#### Library preparation

The libraries were generated using depleted RNA obtained from 1 μg total RNA by TruSeq Sample Preparation RNA Kit (Illumina, Inc., San Diego, CA, USA) according to the manufacturer’s protocol without further modifications. The first step involves the removal of ribosomal RNA (rRNA) using biotinylated, target-specific oligos combined with Ribo-Zero rRNA removal beads that depletes samples of both cytoplasmic and mitochondrial rRNA. Following purification, the RNA is fragmented into small pieces using divalent cations under elevated temperatures. The cleaved RNA fragments are copied into the first-strand cDNA using reverse transcriptase and random primers, followed by second-strand cDNA synthesis using DNA Polymerase I and RNase H. These cDNA fragments then have the addition of a single ‘A’ base and subsequent ligation of the adapter (multiple indexing adapters were ligated to the ends of the ds cDNA). The products are purified and enriched with PCR to create the final cDNA library.

#### Sequencing

All libraries were sequenced on the Illumina HiSeq 1000, generating 100 bp paired-end reads. The libraries were divided into two groups depending on how they were prepared.

#### Bioinformatics analysis: mapping reads to the reference genome

To perform RNA-seq data analysis, we used Strand NGS tools (http://www.strand-ngs.com). We set transcriptome and genome with novel splices as alignment and we use Ensembl (http://www.ensembl.org/index.html) as a transcript model. Raw data sequences (that is, reads) have been pre-processed and then been related to mus musculus genome. Parameters have been set as follows: (i) minimum percentage identity = 90%; (ii) maximum percentage gaps = 5%; (iii) maximum number of novel splices = 1; and (iv) minimum match length = 25. Reads with < 5 valid matches have been filtered out, finally obtaining expression values for reads (quantification phase). To detect novel genes and exons we set the parameters, in term of percentile, as follows: minimum exon length equals to 10.0; minimum intron length equals to 10.0; maximum intron length equals to 90.0; minimum gene length equals to 10.0; minimum exon RPKM equals to 50.0, where RPKM, stands for reads per kilobase per million reads, used to represent read counts over a region of interest.

Differential expressions were performed using the DESeq algorithm, available in StrandNGS (Strand Life Sciences, Bangalore, KA, India). We performed FC analysis on filtered expression values using normalized signal values that are in log-scale. We considered a |FC | cut off equals to 2.5 to identify up and down-regulated genes Heatmaps have been created using Gitools (http://www.gitools.org/) and a hierarchical clustering has been performed using Euclidean distance metric and complete (maximum) linkage clustering as a linkage method. Enrichment analysis has been performed with Gitools importing the data from the Gene Ontology databases and relating genes to biological processes, finding significantly enriched GO terms to be compared with the data set analysed^97^. Statistic values are used to select the more interesting set of genes in terms of biological processes to annotate and guide clustering analysis. To discriminate between over- and under-expressed pathways we selected to display the Z-score value, omitting biological processes having less annotated genes than 20, sampling size 10000, mean estimation and Benjamini-Hochberg (BH) multiple test correction.

### smallRNA-Seq

#### Libraries preparation

smallRNA-Seq libraries were prepared as previously described^35,98^. In details, libraries were generated from 120 ng using TruSeq Small RNA Sample Prep Kits (Illumina Inc.). Libraries were sequenced in single read mode, 1 × 50 cycles on HiSeq 2500 (Illumina Inc.). The quality of the sequenced data was assessed using FastQC (FastQC: A Quality Control Tool for High Throughput Sequence Data) and they were trimmed using Cutadapt^99^ with default parameters. Subsequently, the filtered data were analyzed using iSMART^100^. The raw counts were normalized using DESeq2^101^ (version 1.28.1) on R (version 4.0.2). The differentially expressed miRNA were filtered with a *p*-adjust < 0.05 and a Fold Change of |1.5 | (Log2 FC | 0.6 | ). Volcano plots were generated using EnhancedVolcano library on R. Circos plots were generated using Circos (version 0.69-9)^102^. PCA plots were created using R.

#### Target prediction

mRNAs targets of differentially expressed miRNAs were detected with CyTargetLinker v4.1.0^103^, an open source network tool of Cytoscape, investigating mirtarbase v8.0 and Targetscan v7.2 databases.

#### Functional annotation

Gene Ontology enrichment analyses were performed using Genome-wide annotation for Mouse (R package version 3.8.2), corrected for multiple testing p-value using the BH method. Only selected biological processes showing an adjusted *p*-value ≤0.05 were considered.

#### Integrated analysis of microRNA and mRNA expression profiles

Integrated analysis was performed on miRNAs that were significantly modulated (|FC | = 5) in CSCs vs aCMs comparison. Differentially expressed miRNAs were selected and used in Cytoscape as starting nodes (circular nodes). The interaction network of miRNAs and their targets were extended from miRTarBase (validated interactions) and TargetScan (predicted interactions) using CyTargetLinker^103^. Each link contains two connected nodes, source (miRNA) and target (mRNA). The miRNAs and mRNAs were coloured based on changes in gene expression (green as down-regulated, red as up-regulated). We next performed, a functional analysis of all the nodes of the miRNA-mRNA target networks using Gene Ontology and GO Annotations^104,105^ and Panther Classification System^106^. Selected biological processes were imported as networks in Cytoscape, then merged for each of our extended miRNA-mRNA target networks.

RNASeq data are available in GEO with the accession number GSE161081.

### Lentivirus-mediated miRNA expression

Lentivirus-vector-overexpressing miRNAs were generated by Abmgood and contained an expression module for GFP that enabled the detection of cells with positive infection and transduction. Lentivirus-mediated miRNA expression was conducted on mouse CSCs. Cells were seeded at a density of 0.5 × 10^5^ cells in 12-well plates and incubate at 37 °C with 5% CO_2_ overnight. The day after, cells were infected with lentivirus at 50 multiplicity of infection (MOI) using polybrene at a concentration of 6 μg/ml. The medium was replaced with a fresh medium 24 h after infection. Infected cells were selected for the stable expression of each lentivirus vectors using puromycin (4 μg/ml) for 48 h. Quantification of miRNA was performed in two-step qPCR according to the TaqMan MicroRNA Assays protocol.

### Statistics and reproducibility

Statistical analysis was performed with GraphPad Prism version 6.00 for Macintosh (GraphPad Software). Quantitative data are reported as mean ± SD and binary data by counts. Significance between 2 groups was determined by Student’s *t*-test or paired *t*-test as appropriate. For comparison between multiple groups, ANOVA was used. A *P* value<0.05 was considered significant. Bonferroni post-hoc method was used to locate the differences. In these cases, the Type 1 error (α = 0.05) was corrected by the number of statistical comparisons performed. For the in vitro cell and molecular biology experiments, giving the low number of the sample, the Kruskal–Wallis test (for multiple comparisons), and the Mann group –Whitney U test (for comparison between 2 groups) were performed.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Transparent Peer Review File

Supplementary Information

Description of Supplementary Files

Supplementary Movie 1

Supplementary Data 1

Supplementary Data 2-4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Reporting Summary

## Data Availability

The data that support the findings of this study are available within the paper and its supplementary information files. Source data underlying figures are presented in Supplementary Data 11. RNA-Seq data that support the findings of this study have been deposited in GEO with the accession code “GSE161081”. Any remaining information can be obtained from the corresponding author upon reasonable request.

# Supplementary material for: In vitro CSC-derived cardiomyocytes exhibit the typical microRNA-mRNA blueprint of endogenous cardiomyocytes
**Source:** Commun Biol. 2021 Sep 30;4:1146. doi: 10.1038/s42003-021-02677-y
**Supplement:** Supplementary file 2 — Supplementary Information

***In Vitro* CSC-derived Cardiomyocytes Exhibit the Typical microRNA-mRNA Blueprint of Endogenous Cardiomyocytes**

Mariangela Scalise^{1*}, Fabiola Marino^{1*}, Luca Salerno¹, Teresa Mancuso², Donato Cappetta³, Antonella Barone¹, Elvira Immacolata Parrotta², Annalaura Torella³, Domenico Palumbo^{4,5}, Pierangelo Veltri², Antonella De Angelis³, Liberato Berrino³, Francesco Rossi³, Alessandro Weisz⁴, Marcello Rota⁶, Konrad Urbanek¹, Bernardo Nadal-Ginard², Daniele Torella^{1†‡}, Eleonora Cianflone^{2,6†‡}

* The first two authors equally contribute to this study; †These authors share the seniorship for this study;

Supplementary information:

- Supplementary Figures 1-5

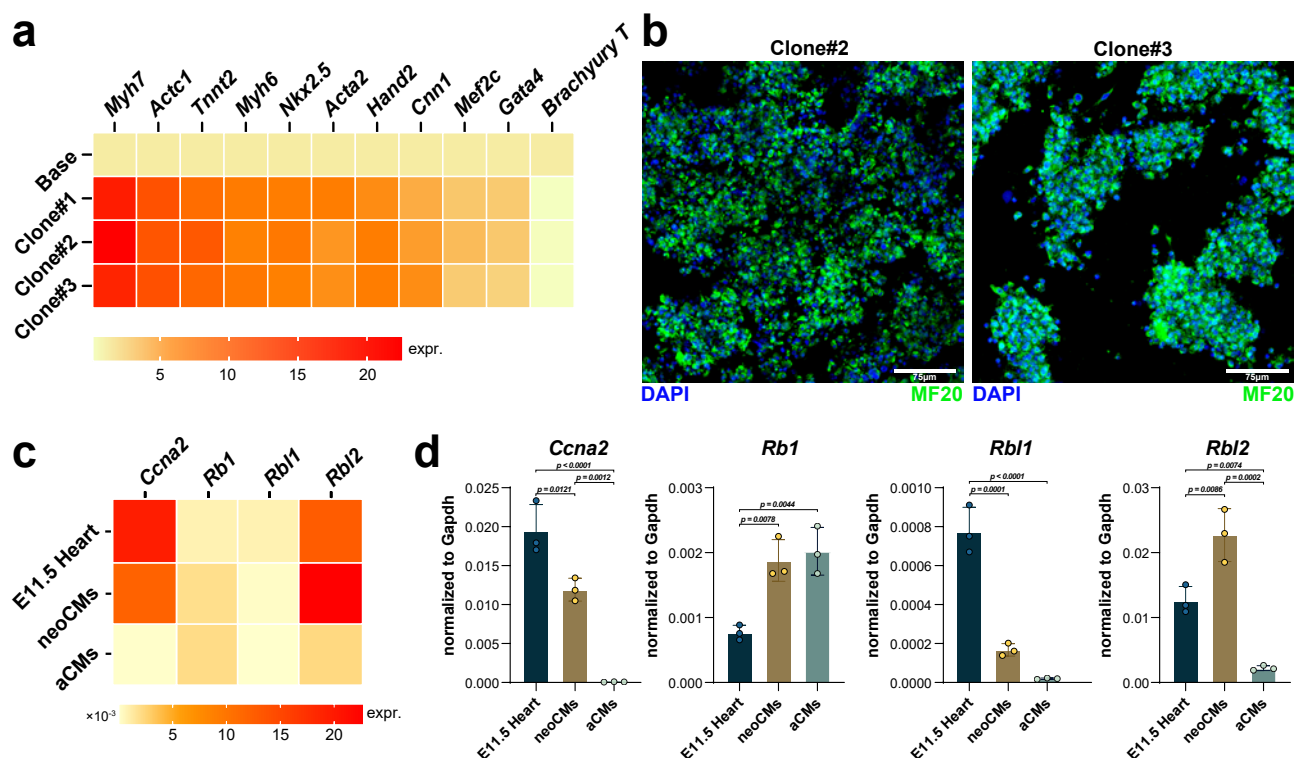

Supplementary Figure 1. Reproducibility of CSC cardiomyocyte (CM) differentiation and expression of the pocket protein family of Rb for cell cycle withdrawal, maturation and terminal differentiation of CMs. (a) Heatmap shows qPCR analysis of main contractile genes in cardiosphere-derived CSCs (*Actc1*, *Tnnt2*, *Myh7*, *Actc1*, *Myh6*, *Acta2*, *Cnn1*) and cardiac transcription factors (*Mef2c*, *Gata4*, *Nkx2.5*, *Hand2* and *Brachyury T*) after myogenic differentiation. **(b)** Representative confocal images of functional cardiomyocytes derived from two different clones of CSCs show a homogenous expression of MF20 (green). Nuclei are stained by DAPI (blue). Scale bar = 75µm. **(c-d)** Heatmap and bar graphs showing RT-PCR data for the expression of the *Ccna2*, *Rb*, *Rb1* and *Rb12* in E11.5 Heart, neoCMs and aCMs. The data are expressed as mean ± S.D. of biological triplicates. Each of the biological triplicate was verified by a technical triplicate.

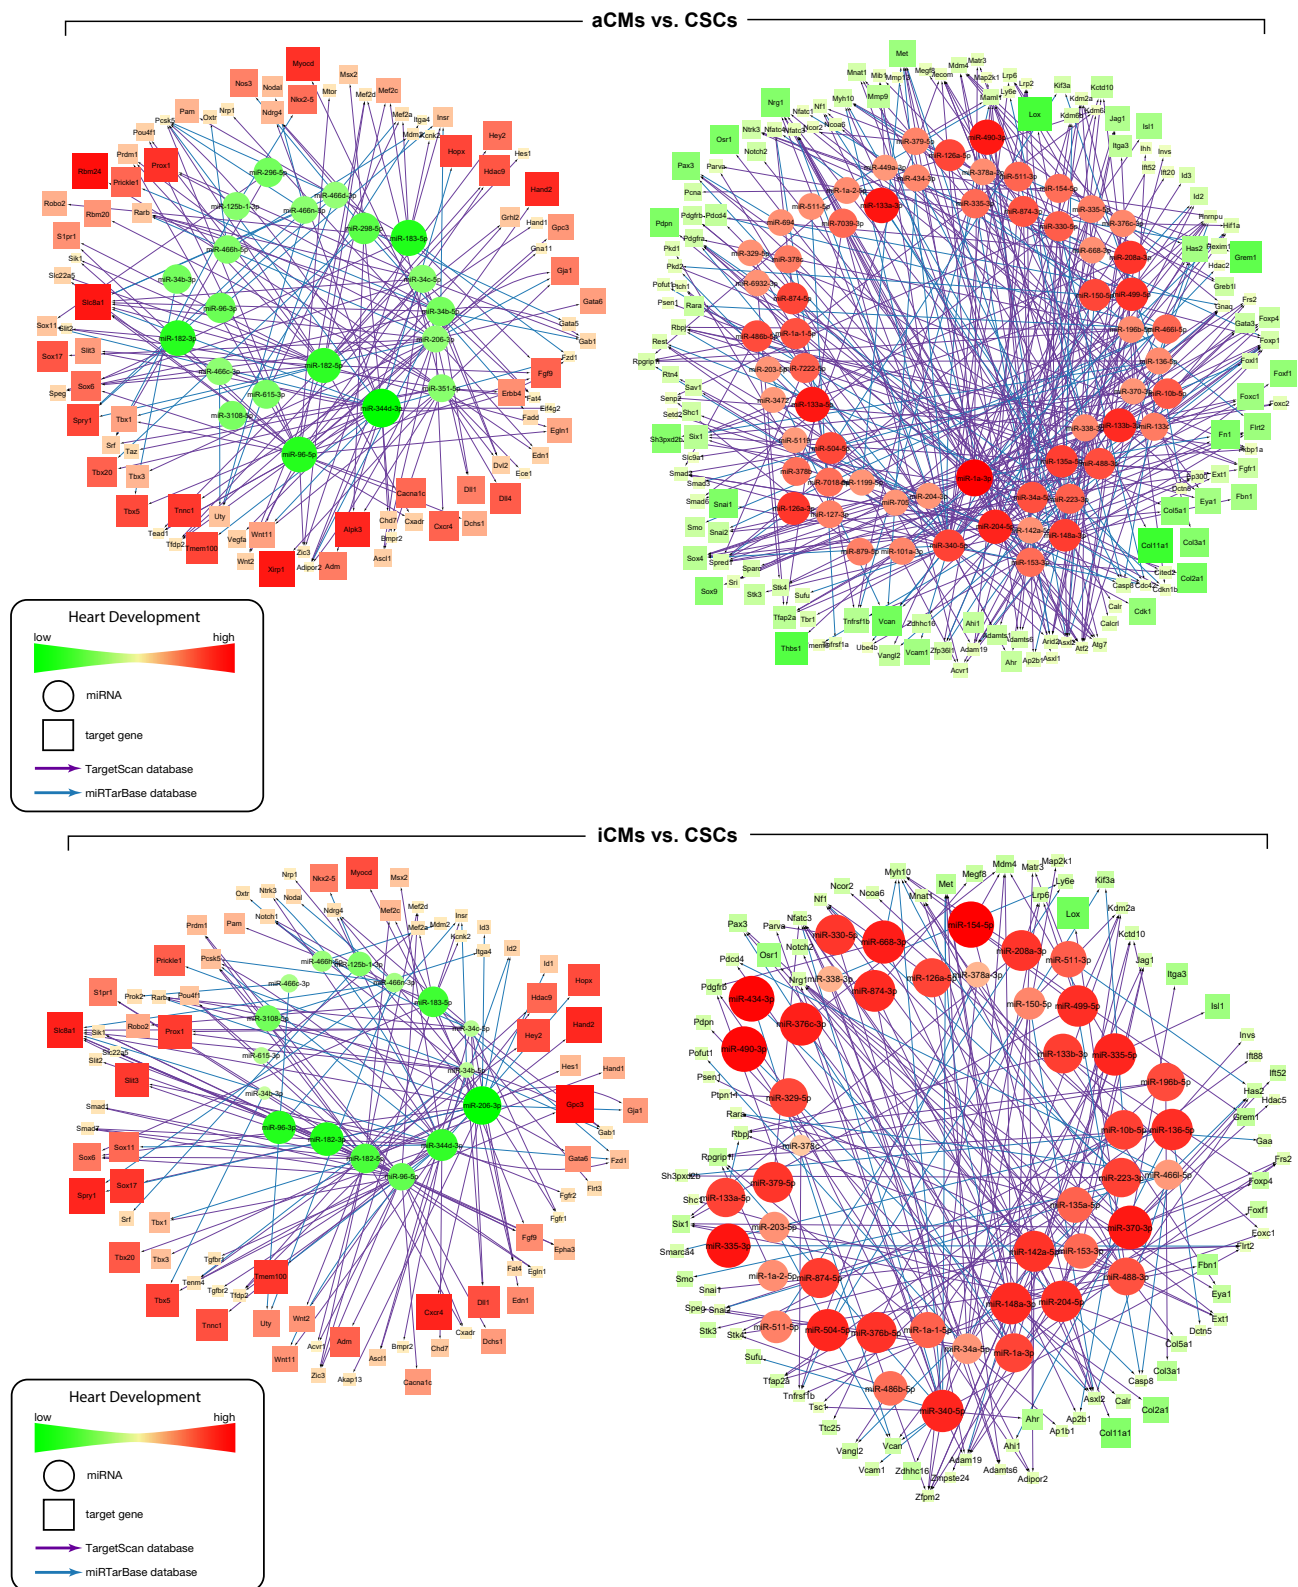

Supplementary Figure 3. miRNA/mRNA networks describing the process of heart development. The networks were built starting from the down-regulated (left) and up-regulated (right) miRNAs in the “aCMs vs. CSCs” (upper panel) and “iCMs vs. CSCs” (bottom panel) comparisons, respectively. The networks were developed inserting each miRNA/mRNA target that was effectively up-regulated for the down-regulated miRNAs and each miRNA/mRNA target that was effectively down-regulated for the up-regulated miRNAs.

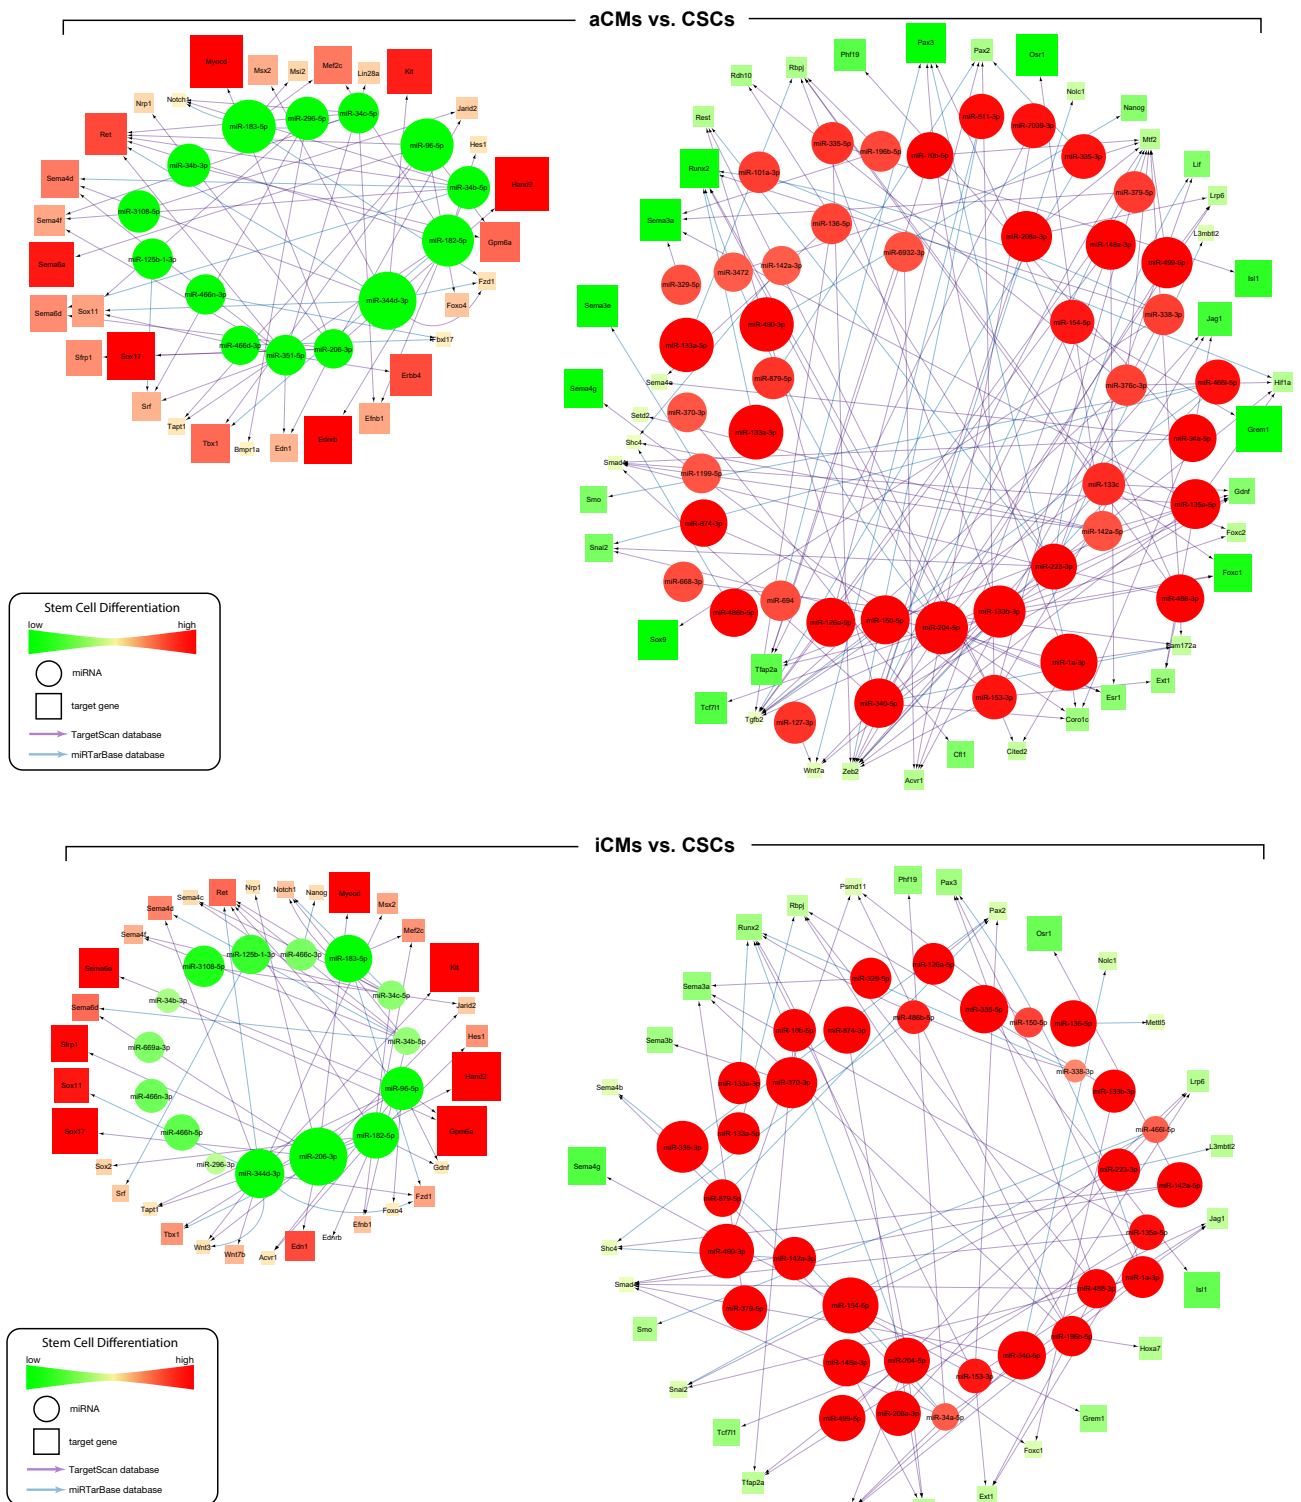

Supplementary Figure 4. miRNA/mRNA networks describing the process of stem cell differentiation. The networks were built starting from the down-regulated (left) and up-regulated (right) miRNAs in the “aCMs vs. CSCs” (upper panel) and “iCMs vs. CSCs” (bottom panel) comparisons, respectively. The networks were developed inserting each miRNA/mRNA target that was effectively up-regulated for the down-regulated miRNAs and each miRNA/mRNA target that was effectively down-regulated for the up-regulated miRNAs.

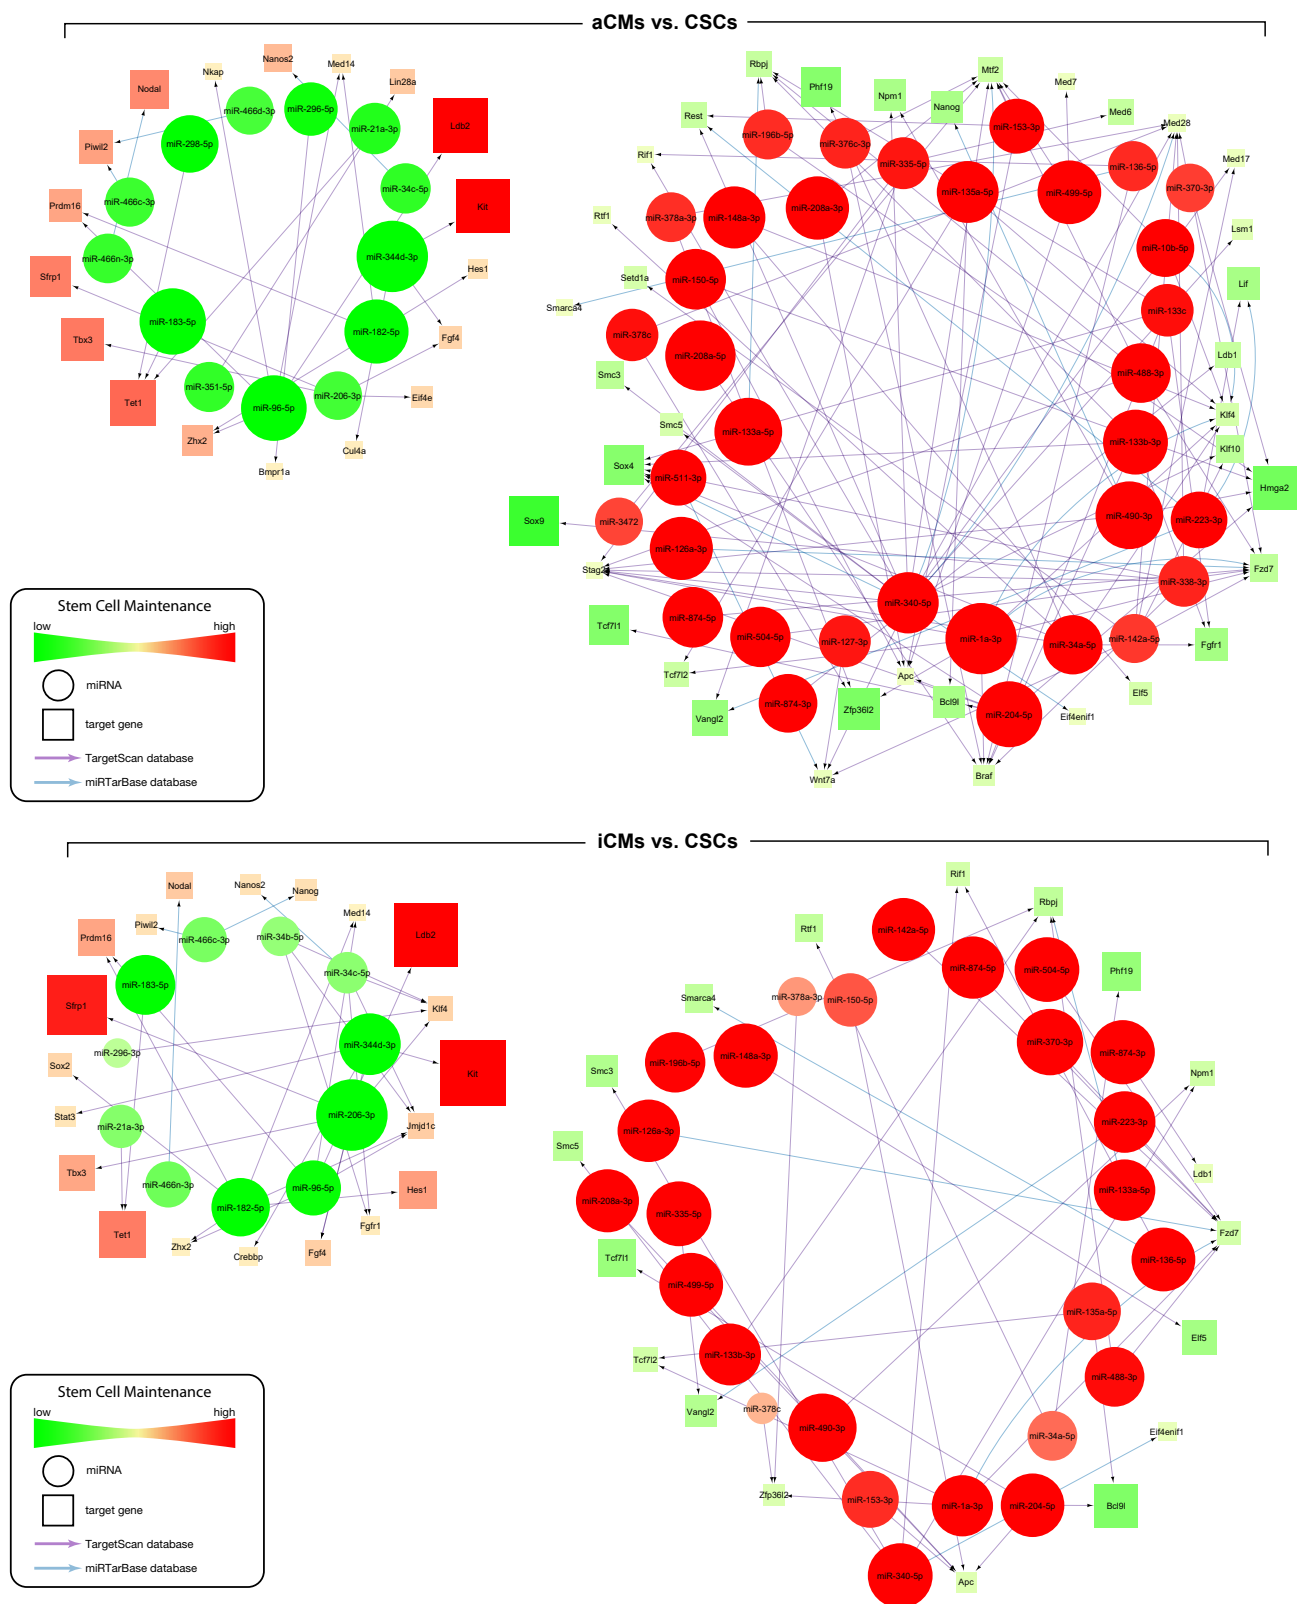

Supplementary Figure 5. miRNA/mRNA networks describing the process of stem cell maintenance. The networks were built starting from the down-regulated (left) and up-regulated (right) miRNAs in the “aCMs vs. CSCs” (upper panel) and “iCMs vs. CSCs” (bottom panel) comparisons, respectively. The networks were developed inserting each miRNA/mRNA target that was effectively up-regulated for the down-regulated miRNAs and each miRNA/mRNA target that was effectively down-regulated for the up-regulated miRNAs.

# Supplementary material for: In vitro CSC-derived cardiomyocytes exhibit the typical microRNA-mRNA blueprint of endogenous cardiomyocytes
**Source:** Commun Biol. 2021 Sep 30;4:1146. doi: 10.1038/s42003-021-02677-y
**Supplement:** Supplementary file 3 — Description of Supplementary Files

Description of Additional Supplementary Files

File name: Supplementary Movie 1

Description: High magnification of beating CSC-derived Cardiosphere. This video shows a beating CSC-derived Cardiospheres at high magnification.

File name: Supplementary Data 1

Description: List of selected 176 Cardiomyo-genes

File name: Supplementary Data 2 – 4

Description: List of miRNAs grouped in Cluster 1, Cluster 2 and Cluster 3, respectively in Figure 4b.

File name: Supplementary Data 5.

Description: List of differentially expressed miRNAs in the iCMs vs. CSCs comparison.

File name: Supplementary Data 6

Description: List of differentially expressed miRNAs in the iCMs vs. aCMs comparison.

File name: Supplementary Data 7

Description: miRNA/mRNA interactions between down-regulated (green) miRNAs/up-regulated (red) targets and upregulated (red) miRNAs/downregulated (green) targets in the "aCMs vs. CSCs" comparison involved in the processes of cardiomyocyte differentiation.

File name: Supplementary Data 8

Description: miRNA/mRNA interactions between down-regulated (green) miRNAs/up-regulated (red) targets and upregulated (red) miRNAs/downregulated (green) targets in the "iCMs vs. CSCs" comparison involved in the processes of cardiomyocyte differentiation.

File name: Supplementary Data 9

Description: miRNA/mRNA interactions between down-regulated (green) miRNAs/up-regulated (red) targets and upregulated (red) miRNAs/downregulated (green) targets in the "aCMs vs. CSCs" comparison involved in the processes of cell cycle.

File name: Supplementary Data 10

Description: miRNA/mRNA interactions between down-regulated (green) miRNAs/up-regulated (red) targets and upregulated (red) miRNAs/downregulated (green) targets in the "iCMs vs. CSCs" comparison involved in the processes of cell cycle.

File name: Supplementary Data 11

Description: Source data for the graphs and charts in main and supplementary figures.

# Supplementary material for: In vitro CSC-derived cardiomyocytes exhibit the typical microRNA-mRNA blueprint of endogenous cardiomyocytes
**Source:** Commun Biol. 2021 Sep 30;4:1146. doi: 10.1038/s42003-021-02677-y
**Supplement:** Supplementary file 14 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

☐	☒	The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒	A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒	The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐	A description of all covariates tested
☐	☒	A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒	A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒	For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐	For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐	For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐	Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection No custom code/software was used in collection of this data.

Data analysis Statistical analysis was performed using commercially available Graphpad Prism.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The source data for graphs can be obtained from the corresponding author upon reasonable request. RNA-Seq data that support the findings of this study have been deposited in GEO with the accession code "GSE161081".

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Sample size has not been formally predetermined but was based on previous studies.
Data exclusions	No data were excluded for the data shown.
Replication	Technical triplicates of each biological replicate were performed.
Randomization	Randomization is not applicable for this type of in-vitro study.
Blinding	Blinding is not applicable.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	Primary rabbit anti-cardiac troponin I (1:100 dilution, Abcam) and mouse anti-MF20 (1:50 dilution, DSHB). Secondary anti-rabbit-488 and anti-mouse-594 secondary antibody (1:100 dilution, Jackson ImmunoResearch).
Validation	Antibody validation provided by manufacturers is available from Abcam (https://www.abcam.com/), DSHB (https://dshb.biology.uiowa.edu/) and Jackson ImmunoResearch (https://www.jacksonimmuno.com/). Each antibody was standardly tested.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals	Fetal (from n.3 pregnant mice at E11.5 day), neonatal (from n.3 littermates with 9-10 puppies each at 2 post-natal days) and adult (n.6, 12-weeks-old) C57BL/6J mice were employed in this study.
Wild animals	Not applicable.
Field-collected samples	Not applicable.
Ethics oversight	All animal experimental procedures were approved by Magna Graecia Institutional Review Boards on Animal Use and Welfare and performed according to the 'Guide for the Care and Use of Laboratory Animals' from directive 2010/63/EU of the European Parliament.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

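Total RNA and small RNA were measured in 3 CSC, 3 iCM and 2 aCM samples. For the total RNA, the authors depleted ribosomal RNA, sequenced 100 bp pairs, aligned them in Strand NGS with Ensembl transcripts to the mouse genome, mm10 in the sample records, and deposited estimated counts per gene. The name of that file also says RPKM, but the estimated counts in it, as deposited, were taken as divided neither by gene length nor by library size. For the small RNA, the authors trimmed reads with Cutadapt, analyzed them with iSMART, with miRBase as the reference, and deposited raw counts per mature miRNA, which they normalized with DESeq2 1.28.1 on R 4.0.2.

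The total RNA table holds 39043 entries, of which 36308 have a gene symbol and 956 are genes outside the annotation with 0.147% of all counts, and 51.4% of its values are not whole numbers and were rounded. The small RNA table holds 1818 miRNAs, of which 1762 have a count. Depth per sample is given with each assay, and precision from it is given as standard errors and counting intervals. No libraries were left out, and no pair of libraries was a duplicate, with at most 2.19% of counts equal among features with more than 20 counts.

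Values were computed with R 4.3.3. Genes and miRNAs with low counts were dropped with the filter of edgeR 4.0.16, which left 20254 genes and 718 miRNAs, and libraries were scaled by TMM. The quasi-likelihood test of edgeR was fitted to all 8 libraries of an assay, for iCMs vs CSCs, iCMs vs aCMs and aCMs vs CSCs, and p-values were adjusted over all tested features of a comparison by the method of Benjamini and Hochberg. A gene is called at an adjusted p below 0.05 and a fold change of 2.5, and a miRNA at an adjusted p below 0.05 and a log2 fold change of 0.6, which are the fold changes of the paper. Levels are log2 CPM with a prior count of 2, or CPM. Where a group has 0 counts, the fold is a lower bound that takes 3 counts in that group, and where it has 1 to 3 counts, the fold has a 95% counting interval. Of 45 gene lists and 25 miRNA lists, those with at least 2 tested members were tested in 3 comparisons, in 135 and 69 tests, with camera of limma 3.58.1 at its preset correlation of 0.01, with an estimated correlation and with fry as alternatives. Principal components were taken over the 500 most variable features. The change shared by iCMs and aCMs over CSCs was set against 20 simulated data sets in which all 8 libraries are drawn from the CSC means. The steps were tested on simulated data with known changes.

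Named genes follow a rule set before the data were examined. It takes, per mRNA comparison, the 10 genes with the largest rise and the 5 with the deepest fall among genes with a symbol, a mean log2 CPM of at least 3 and groups that do not overlap. For miRNAs it takes 8 and 5 at a mean log2 CPM of at least 5. It adds every gene or miRNA named in the sentence, and per described list up to 4 members with the smallest p and those called against the rest of the list. A gene that 2 parts of the rule name counts under both. Kit, Ly6a, Abcg2, Nanog, Sox2, Pou5f1, Lin28a, Igf2, Meg3, the skeletal myosin genes, Ckm, Acta1 and the members of lists beyond the 4 of smallest p were chosen after their values were seen.

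Alternatives were DESeq2 1.42.0, its size factors in edgeR, library totals only, no filter, a stricter filter, only the groups compared, leave-one-out fits, a block for the replicate number, adjusted p alone and the fold threshold alone. Whether replicate numbers pair CSC and iCM samples was checked by correlating deviations from the group means. Same-numbered samples correlate at 0.03, 0.15 and 0.07 for mRNA and 0.17, 0.04 and 0.20 for miRNA. Differently numbered ones run from -0.12 to 0.07 for mRNA and from -0.27 to 0.06 for miRNA, so a weak pairing cannot be excluded. The paper names no batch shared by same-numbered samples, and the numbers were not taken to pair the samples. The counts of calls with that block are 4046 up and 1132 down for mRNA iCMs vs CSCs and 249 and 181 for miRNA iCMs vs CSCs. The values of the paper's qPCR are not part of the deposited counts and were not used here, and its qPCR genes were read from the total RNA only.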

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

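The tests of sequencing depth, of reads from aCM libraries and of RNA from both XX and XY cells were chosen only after the results were seen, and the other tests were set before the data were examined. Each list below was picked out because most of its tested members are called up in iCMs over CSCs and the paper does not report on it as a group. The paper does name single members such as Wt1, miR-483-3p and miR-126.

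In iCMs over CSCs, endothelial genes have a median log2 fold change of 8.03, with 17 of 20 called up, and macrophage and leukocyte genes 6.93, with 19 of 20. Lymphocyte genes are at 6.19, with 13 of 13 up, and erythroid genes at 7.01 (6.98 with absent members at their lower bounds), with 13 of 14. Epicardial and mesothelial genes are at 6.84, with 12 of 14 up, and adipocyte genes at 4.54, with 6 of 7. Endoderm and liver genes are at 2.99, with 5 of 9 up and 3 down (camera adjusted p = 0.42), and neural and Schwann cell genes at 2.69, with 8 of 13 up and 1 down. Imprinted growth genes are at 8.59, with 15 of 16 up and 1 down, and immediate early stress genes at 4.07, with 13 of 13 up. Y chromosome genes are at 6.98, with 4 of 4 up (camera adjusted p = 0.079). Among miRNAs, those of the Dlk1-Dio3 cluster are at 8.70 (8.02 with such bounds), with 60 of 60 up, imprinted growth locus miRNAs at 7.50 (7.21), with 4 of 4, and epithelial miRNAs, the miR-200 family with miR-205-5p, at 4.87, with 6 of 6. Blood cell miRNAs are at 7.74 (5.50 with such bounds), with 6 of 7 up, erythroid miRNAs at 9.10, with 3 of 3, and endothelial miRNAs at 8.59, with 2 of 2.

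The first pattern is the blood and endothelial signal. The adult globin gene Hbb-bs is at 1853, 7719 and 8510 CPM in the iCM libraries and at 0.0167, 0 and 0.292 in the CSC libraries, the leukocyte gene Ptprc at 20.0, 45.8 and 9.18 and 0, 0.0152 and 0.0585, and the endothelial gene Pecam1 at 356, 432 and 410 and 2.54, 1.44 and 2.49. Of 67 blood and endothelial markers, 62 are called up in iCMs over CSCs, with a median log2 fold change of 6.74. That number rests on the same marker values as the pattern, so it cannot test where the RNA comes from. That CSC libraries are too shallow to hold these transcripts is argued against, since their median depth is 2.18 times that of the iCM libraries. That reads of aCM libraries were assigned to iCM libraries is argued against as well, since the same markers have a median of 1.57 in iCMs over aCMs, with 33 up and 0 down, while sarcomere genes are at -3.07. The endothelial genes alone have a median of 0.46 in iCMs over aCMs, with 3 of 20 up. In aCMs over CSCs 18 of these 20 are up, at a median of 7.60, so the endothelial signal is not particular to iCMs. The origin of the signal stays open, and the tables cannot tell whether blood or endothelial cells entered the cultures or formed in them. The CSCs were sorted as negative for CD45 and CD31, and whether the clone itself gives rise to endothelial, blood or mesothelial cells was not tested and stays open.

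The second pattern is in the sex chromosome genes. The Y gene Eif2s3y is at 0.117, 0.106 and 0.175 CPM in the CSC libraries and at 33.7, 29.6 and 30.4 in the iCM libraries, and at 0.263 and 84.8 in the aCM libraries. No Y gene tested is above 0.175 CPM in a CSC library, and none is below 1.86 in an iCM library. Xist, which silences an X chromosome in XX cells, is at 602, 635 and 562 in CSCs, 197, 210 and 187 in iCMs and 125 and 68.8 in aCMs. Loss of the Y chromosome from the clone in culture is argued against, since it predicted Xist near 0 and Xist is at 562 CPM or more in every CSC library. The outcome set beforehand against it was Xist more than 8-fold above iCMs or Y genes expressed in CSCs. Neither was met, so this reading rests on the failed prediction alone. CSC and iCM libraries that come wholly from cells of different sex are argued against, since Xist in CSCs is 3.03 times its level in iCMs, below the 8-fold set for that explanation. With Xist at 187 CPM or more in iCM libraries that all express the Y genes, RNA of both XX and XY cells in the iCM libraries is a candidate explanation, found from the same values and not tested on others. How such a mixture would arise in cells that the paper describes as a single clone stays open. That all RNA in the iCM libraries comes from cells like those of the CSC libraries is argued against by the Y genes. Every Y gene tested is at 1.86 CPM or more in each iCM library and at 0.175 or less in each CSC library. The files cannot tell where the RNA with Y transcripts comes from. A fold of iCMs over CSCs may therefore hold a difference in the origin of the cells as well as their differentiation. The methods also say that libraries fell into 2 groups by how they were prepared, without saying which, and a difference of preparation between CSCs and iCMs was not tested.

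The count of calls between CSCs and iCMs was set against every other split of the 6 libraries into 3 and 3. The real split gives 5847 calls for genes and 458 for miRNAs, and the highest of the others gives 0 for both with edgeR, so that 1 of 10 splits has as many calls in each assay. With 10 splits no share can fall below 0.05.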

How the results depend on the processing

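Of 734 results for named genes, 581 kept their direction and their side of the threshold under every alternative fit, as did 247 of 320 for named miRNAs. Adjusted p alone and the fold threshold alone were not counted for these. Of 204 results for lists, 28 did so with an estimated correlation, with fry and, for a few lists, without CSCs replicate 2. No other alternative entered the count for lists. Over these alternatives, gene results were the same 11226 times, weaker 355 times, stronger 98 times and reversed 7 times, and miRNA results 4842, 174, 50 and 7 times. Results for lists were the same 233 times, weaker 139, stronger 40 and reversed 2. The cause was not tested for any value below unless the alternative itself shows it. All tests in this part were planned before the data were examined, with 2 exceptions. These are leaving out CSCs replicate 2 and aCMs replicate 1 together, and the tests of a few lists without CSCs replicate 2.

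By adjusted p alone, which drops the fold threshold, 4433 genes are lower in iCMs than in CSCs, and pairs called in opposite directions number 84 in the cardiomyocyte differentiation network of iCMs vs CSCs, 361 in the cell cycle network of iCMs vs CSCs and 560 in that of aCMs vs CSCs.

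With library totals only, mRNA calls in iCMs vs aCMs are 6686 up and 1748 down, and in aCMs vs CSCs 6691 are down, while miRNA calls are 60 down in iCMs vs aCMs and 164 up and 366 down in aCMs vs CSCs. The median position of iCMs over the cardiomyo-genes is 0.48. For miRNA cluster 1, iCMs minus CSCs is 3.00, aCMs minus CSCs 2.30 and iCMs minus aCMs 0.70, which is reversed. For cluster 2 the same differences are -1.41, -3.53 and 2.12, and for cluster 3 they are 2.96, -1.55 and 4.51. Also reversed with library totals only are miR-126a-5p at 0.23, miR-208a-3p at 0.07 (as in its host gene pair), let-7b-5p at 0.20 and miR-29a-5p at 0.06 in iCMs vs aCMs, and miR-143-3p at -0.54, miR-29a-3p at -0.43 and miR-483-3p at -1.18 in aCMs vs CSCs.

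With DESeq2 size factors in edgeR, miRNA cluster 1 is at 3.94 for aCMs minus CSCs and -0.81 for iCMs minus aCMs, cluster 2 at -1.91 and 0.63, and cluster 3 at 0.03, which is reversed, and 3.05. The host gene pairs miR-499-5p at -1.30 and miR-499-3p at -1.18 in iCMs vs aCMs then pass the threshold.

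A stricter filter, which tests fewer miRNAs, gives 166 miRNAs up in iCMs vs CSCs, 75 down in iCMs vs aCMs and 150 up in aCMs vs CSCs. With only the groups compared, 224 miRNAs are down in iCMs vs aCMs. With a replicate block, 200 miRNAs are down in iCMs vs aCMs, and no other count of calls moved by more than 1.5 times. Nothing but the number is known to tie same-numbered samples, so the block is an alternative here.

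With an estimated correlation, 0 gene lists pass an adjusted p of 0.05 in iCMs vs CSCs, 0 in iCMs vs aCMs and 0 in aCMs vs CSCs, and 0, 0 and 1 miRNA lists do. With fry, 21 miRNA lists pass in iCMs vs aCMs, and the paper's network examples in iCMs vs CSCs (p 0.047) and blood cell miRNAs in iCMs vs aCMs (p 0.042) are reversed.

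Over all called cardiomyo-genes the median position of iCMs on the log2 scale is 0.50 and runs from 0.47 to 0.56 in leave-one-out fits. Over only genes up in aCMs it is 0.73. Cardiomyo-genes called down in iCMs vs CSCs run from 10 to 36 in leave-one-out fits. On the first component, iCMs lie at 0.63 with all filtered features for mRNA and at 0.75 with unit variance for miRNA. Over only genes called in either comparison, the changes to iCMs and to aCMs over CSCs correlate at 0.687 with 81.4% of the same sign for mRNA and at 0.760 with 82.4% for miRNA. These genes were selected by their calls and no simulation was made for such a set, so these values cannot be set against no change. In iCMs vs aCMs the Y genes reverse without aCMs replicate 2, where leave-one-out values run from -1.57 to 10.11 for Uty, -1.43 to 9.60 for Kdm5d, -1.41 to 6.90 for Eif2s3y and -0.97 to 6.07 for Ddx3y. In aCMs vs CSCs the values run from -3.54 to 7.53 for Kdm5d, -4.81 to 6.91 for Uty and, for the cytokine gene Il1b, 0.00 to 6.76. A fit without an aCM replicate assumes that the lone aCM library varies like the other groups.

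Alternatives for the pseudocount had nothing to act on, since the files hold counts. Depth limits genes with few counts, above all in the aCM total RNA libraries of 11.1 and 14.6 M counts, for which folds against 0 counts are given as lower bounds.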

Differences from the paper's values

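The paper gives 2601 genes higher in iCMs than in CSCs, and the value here is 4427 at its stated fold change of 2.5, for which the paper's adjusted p is not stated. Of the alternatives set before the data were examined, the stricter filter (3229) and the fit without iCMs replicate 1 (3884) come within 1.5 times the paper's number of genes up in mRNA iCMs vs CSCs, and the others do not. For genes lower in iCMs than in CSCs the paper gives 121, and the value here is 1420. For genes called up in mRNA iCMs vs aCMs the paper gives 1915 and the value here is 3946, and for genes called down it gives 944 and the value here is 3085. For these 3 counts no alternative comes within 1.5 times. The paper's figure legend states its counts with the genes expressed in both cell types of a comparison. The counts here are over all 20254 tested genes, which were not limited in that way. They include genes nearly absent from CSCs, such as Cdh5 at 0.201, 0.136 and 0.146 CPM in the CSC libraries. How much of the differences in all these counts comes from the unlike sets of genes was not tested.

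The paper's table for iCMs vs aCMs holds 446 miRNAs, of which 422 were tested here, 0 with the other sign, with a median difference of 0.26 log2 and 26 not called here. Of 105 named ones, 3 differ by more than their standard error. These are miR-22-3p at -2.90 in the paper and -2.63 here, miR-486b-5p at -2.71 in the paper and -2.45 here, and miR-27b-3p at -1.93 in the paper and -1.66 here. Each gap is close to the median difference of 0.26. The miRNA miR-378a-3p, at -2.46 in the paper and -2.19 here, has an SE of 0.28 and is not counted. The 3 are thus marked by small standard errors and not by larger gaps. DESeq2, which the paper's methods name for normalizing miRNA counts, gives -2.90, -2.71 and -1.93 on these files. None of the 3 differs with DESeq2, with DESeq2 size factors in edgeR, with the 5 most abundant miRNAs left out of library sizes, or without CSCs replicate 1, CSCs replicate 3, iCMs replicate 1, iCMs replicate 2 or either aCM replicate, and miR-22-3p does not with a replicate block. All 3 differ with library totals only, with no low-count filter, with the stricter filter, with only the groups compared and without CSCs replicate 2 or iCMs replicate 3, and miR-486b-5p and miR-27b-3p also with the replicate block (-3.04 and -2.29). For iCMs vs CSCs the paper's table holds 468 miRNAs, of which 443 were tested, 0 with the other sign, with a median difference of 0.12 and 16 not called here, and 0 of 82 named ones differ.

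The paper lists 21 genes as up-regulated in iCMs, of which 14 are called up here. Of the others, Gata4 is at 1.28, Mef2a at 1.14, Smad1 at 1.11, Tgfbr1 at 1.08, Tgfbr2 at 0.62 and Tgfbr3 at 0.19, not called, and Wnt10b at -1.53, called down. By adjusted p alone Gata4, Mef2a, Smad1, Tgfbr1 and Tgfbr2 are called up. With the fold threshold kept, Gata4 is called with DESeq2 size factors in edgeR, library totals only, the stricter filter, only the groups compared, a replicate block (1.38), or without CSCs replicate 2 or iCMs replicate 3, and Smad1 and Tgfbr1 without CSCs replicate 2. With both libraries that stood apart left out, a setting chosen after seeing the values, Gata4 is also called at 1.54 and 0 of the 14 are lost. Without iCMs replicate 1 or iCMs replicate 3, Wnt10b is not called. The paper gives Cdca3 as down-regulated in iCMs, and it is at -1.41 here, not called except without CSCs replicate 1 or by the fold threshold alone, while Cdkn2a is called down. By qPCR the paper gives Rb1 and Rbl2 as up-regulated and Ccna2 and Rbl1 as down-regulated in iCMs vs CSCs. In the total RNA Rb1 is at 0.33, Rbl2 at -0.52, Ccna2 at -1.12 and Rbl1 at -0.99, none of them called, and Ccna2 and Rbl1 are called down without CSCs replicate 1. The paper places the listed contractile genes higher in aCMs than in iCMs, and of those 8 genes 7 are, while Myh7 is at 0.04.

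The paper gives the cardiomyo-miRs, and in its summary most of them, as lower in iCMs than in aCMs, and of the 13 tested 6 are called lower and 3 higher. The higher ones are miR-208b-3p at 6.14, miR-335-5p at 3.38 and miR-335-3p at 3.12. With DESeq2 size factors in edgeR 8 are called lower. The paper names stem cell genes as down-regulated in iCMs, and Isl1 is called while Foxp1, Cited2, Lrp6 and Pdgfra are not, of which Lrp6 is called by adjusted p alone. In aCMs Foxp1, Pdgfra and Isl1 are called down and Lrp6 and Cited2 are not, and both are called by adjusted p alone, with library totals only, with no low-count filter, with a replicate block (-1.35 for both) and without CSCs replicate 3, and Lrp6 also without CSCs replicate 2 or aCMs replicate 2 and, chosen after seeing the values, with both libraries that stood apart left out (-1.33, with 0 of the 3 others lost). Of the 6 cell cycle genes it names as down-regulated in iCMs, E2f1 and Cdk14 are called, E2f3 and Cdk6 are called by adjusted p alone, and E2f5 and Ccnd1 are called under no setting. In aCMs 5 of the 6 are called, and Ccnd1 is called by adjusted p alone, with library totals only, with no low-count filter and without CSCs replicate 1. The paper gives Foxo4 as up-regulated, and it is at 0.40 in iCMs, not called under any setting, and at 1.74 in aCMs, while Notch1 is called up in iCMs and is at 0.41 in aCMs, not called.

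The paper places iCMs between CSCs and aCMs in its PCA of miRNAs. Here they lie at 1.23 of the way on the first component, beyond aCMs, as they also do in the plot of Fig. 4c, and with unit variance they lie at 0.75. The shading of Fig. 4d has iCMs closer to CSCs than to aCMs, and the median Spearman correlation here is 0.760 between iCMs and aCMs and 0.595 between iCMs and CSCs.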

Other observations

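The sort marker gene Kit, a receptor of stem and mast cells, is at 0.0836, 0.0303 and 0 CPM in the CSC libraries, 39.6, 45.0 and 44.0 in the iCM libraries and 9.86 and 6.80 in the aCM libraries, which is a log2 fold change of 9.83 (SE 0.49, adjusted p = 1.3e-07) in iCMs over CSCs. Of other genes tied to stem cells, the surface antigen gene Ly6a is at 197, 511 and 283 in CSCs and 374, 244 and 335 in iCMs, and the transporter gene Abcg2 at 50.7, 50.0 and 48.8 and 77.7, 86.6 and 69.6. The pluripotency genes are near 0, with Nanog at 0.184, 0.591 and 0.409 in CSCs, Sox2 at 0.0335, 0.0152 and 0, Pou5f1 at 0.167, 0.242 and 0.292 and Lin28a at 0.0335, 0 and 0.117. The growth factor gene Igf2 is at 84.3, 8.36 and 33.6 in CSCs, 3065, 3018 and 2695 in iCMs and 14.2 and 16.7 in aCMs, and the imprinted RNA gene Meg3, host region of many miRNAs of the Dlk1-Dio3 locus, at 0.318, 0.273 and 0.614, 110, 139 and 113 and 8.41 and 16.0. The embryonic globin gene Hba-x is at 0.674, 5.23 and 4.12 in iCMs, far below the adult globin genes, and at 0, 0 and 0 in CSCs.

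Skeletal myosin genes set the aCM libraries apart from each other, with Myh4, a fast myosin, at 92.7 and 9.58 in replicates 1 and 2, and the developmental myosin genes Myh3 at 39.2 and 5.08 and Myh8 at 46.7 and 7.48. The muscle genes Ckm, at 5162 and 5329, and Acta1, at 544 and 792, do not follow them. Interferon response genes set CSC replicate 2 apart, with Ifit1 at 70.9, 341 and 105 in the 3 CSC libraries and Isg15 at 156, 483 and 135. Among the CSC libraries, genes of G2 and mitosis are lowest in replicate 1.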
